# Neurodegenerative disease-associated microRNAs acting as signaling molecules modulate CNS neuron structure and viability

**DOI:** 10.1186/s12964-025-02199-8

**Published:** 2025-04-24

**Authors:** Victor Kumbol, Andranik Ivanov, Hugo McGurran, Jutta Schüler, Yuanyuan Zhai, Katarzyna Ludwik, Lukas Hinkelmann, Mariam Brehm, Christina Krüger, Judit Küchler, Thomas Wallach, Markus Höltje, Dieter Beule, Harald Stachelscheid, Seija Lehnardt

**Keywords:** Extracellular microRNA, Neuronal endocytosis, iPSC-derived human cortical neurons, Toll-like receptors, Neurodegeneration

## Abstract

**Background:**

Dysregulation of microRNA (miRNA) expression in the brain is a common feature of neurodegenerative diseases. Beyond their conventional role in regulating gene expression at the post-transcriptional level, certain miRNAs can act extracellularly as signaling molecules. Our study elucidates the identity of such miRNA species serving as ligands for membrane receptors expressed in central nervous system (CNS) neurons and the impact of such miRNAs on neurons in the context of neurodegenerative disease.

**Methods:**

We combined a machine learning approach with the analysis of disease-associated miRNA databases to predict Alzheimer’s disease (AD)-associated miRNAs as potential signaling molecules for single-stranded RNA-sensing Toll-like receptors (TLRs) 7 and 8. TLR-expressing HEK-Blue reporter cells, primary murine microglia, and human THP-1 macrophages were used to validate the AD miRNAs as ligands for human and mouse TLR7 and/or TLR8. Interaction between mouse cortical neurons and extracellularly applied AD miRNAs was analyzed by live cell imaging and confocal microscopy. Transcriptome changes in cortical neurons exposed to AD miRNAs were assessed by RNAseq and RT-qPCR. The extracellular AD miRNAs’ effects on CNS neuron structure were investigated in cell cultures of murine primary cortical neurons and iPSC-derived human cortical neurons by immunocytochemistry. We employed a mouse model of intrathecal injection to assess effects of AD miRNAs acting as signaling molecules on neurons in vivo.

**Results:**

We identified the AD-associated miRNAs miR-124-5p, miR-92a-1-5p, miR-9-5p, and miR-501-3p as novel endogenous ligands for TLR7 and/or TLR8. These miRNAs being extracellularly stable and active were taken up by murine cortical neurons via endocytosis and induced changes in neuronal inflammation-, proliferation-, and apoptosis-related gene expression. Exposure of both murine and human cortical neurons to the AD-associated miRNAs led to alterations of dendrite and axon structure, synapse protein expression, and cell viability in a sequence-dependent fashion. Extracellular introduction of the AD miRNAs into the cerebrospinal fluid of mice resulted in both changes in neuronal structure and synapses, and neuronal loss in the cerebral cortex. Most of the observed extracellular miRNA-induced effects on cortical neurons involved TLR7/8 signaling.

**Conclusion:**

Neurodegenerative disease-associated miRNAs in extracellular form act as signaling molecules for CNS neurons including human cortical neurons, thereby modulating their structure and viability.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-025-02199-8.

## Background

Neurodegenerative diseases, such as Alzheimer’s disease (AD), are characterized by progressive destruction of neurons. AD is marked by neuronal and synapse degeneration, which correlate with cognitive decline in both humans and animal AD models [1, 2]. Toll-like receptors (TLRs) contribute to such central nervous system (CNS) injury by triggering inflammation and cell-autonomous damage [3, 4]. The TLR family represents a class of membrane receptors, which mediates the host response to both pathogen-associated and host-derived molecular patterns [5]. TLR7 and TLR8 sense specific sequence motifs present in viral and endogenous single-stranded RNA (ssRNA), including microRNA (miRNA) [5, 6]. Both receptors are expressed in immune cells, such as microglia, but also in neurons [3, 4, 7, 8]. While proteins including α-synuclein and amyloid-β contribute to pathological processes in neurodegenerative diseases, such as Parkinson’s disease and AD, respectively [9, 10], the role of host-derived RNA herein is largely unresolved.

miRNAs are short (18–22 nt) non-coding RNAs that bind predominantly to the 3′ untranslated regions of mRNAs and regulate their expression post-transcriptionally [11]. MiRNAs are differentially expressed in neurodegenerative diseases [12–15]. Unlike other RNA species, they are extracellularly stable and circulate in body fluids, including plasma and cerebrospinal fluid (CSF), and therefore, are discussed as biomarkers for various diseases [16–18]. Moreover, miRNAs are transferred between cells and modify the recipient cell function implicating a potential role as extracellularly active signaling molecules [16, 19]. We have shown previously that neurons exposed to certain miRNAs undergo cell death through TLR7 [4, 20]. Yet, the miRNAs’ detailed mode of action on central nervous system (CNS) neurons and the consequences of an interaction between miRNAs and neuronal TLRs in the context of neurodegenerative disease are unresolved. Here, we investigated the effect of AD-associated miRNAs on cortical neurons, thereby characterizing the miRNAs’ function as signaling molecules in the CNS. By combining a machine-learning model with disease-linked miRNA databases and using a TLR reporter cell system for validation, we identified four miRNAs being dysregulated in AD, as TLR7/8 ligands. Live recording of murine cortical neurons revealed the uptake of extracellular miR-92a-1-5p and miR-124-5p, the kinetics underlying this endocytosis-based internalization, and the subcellular localization of the uptaken miRNAs. Extracellular AD-associated miRNAs induced alterations of murine dendrites, axons, and synapses, and triggered neuronal apoptosis, through TLR7 in vitro and in vivo. Transcriptome and RT-qPCR analysis of cortical neurons exposed to miR-92a-1-5p and miR-124-5p revealed changes in the gene expression pattern, particularly with respect to inflammation, proliferation-, and apoptosis-related signaling pathways. Exposure of iPSC-derived human cortical neurons to miR-9-5p and miR-501-3p preferentially activating human TLRs, led to alterations of neuronal structure, synapses, and cell viability in a sequence-dependent fashion via TLR7 and TLR8.

## Methods

### Mice

C57BL/6 and *Tlr7*^*−/−*^ mice were bred at the Research Institutes for Experimental Medicine (FEM), Charité – Universitätsmedizin Berlin, Germany. *Tlr7*^*−/−*^ mice were generously provided by S. Akira (Osaka University, Osaka, Japan) [21]. Mice were maintained and handled in accordance with the German Animal Welfare Act and the guidelines of the Charite Animal Welfare Committee. All animal procedures were approved by the Landesamt für Gesundheit und Soziales (LAGeSo) Berlin, Germany.

### Cell lines

HEK-Blue™ mTLR7, mTLR8, hTLR7, and hTLR8 cells and respective control Null2-k, Null1-v, Null1-k, and Null1 cells (Invivogen, San Diego, CA, USA) were cultured according to the manufacturer’s instructions. The growth medium consisted of Dulbecco’s Modified Eagle Medium (DMEM) (Invitrogen #41965062, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Gibco #10082–147, Thermo Fisher Scientific, Waltham, MA, USA), 100 U/mL penicillin/100 µg/mL streptomycin (1% P/S, Gibco #15140–122, Thermo Fisher Scientific, Waltham, MA, USA), 100 µg/ml zeocin (Invivogen #ant-zn-05, San Diego, CA, USA), and 10–30 µg/ml blasticidin (Invivogen #ant-bl-05, San Diego, CA, USA). THP-1 cells (E. Kowenz-Leutz, Max Delbrück Center for Molecular Medicine, Berlin, Germany) were cultured in RPMI-1640 medium (Gibco #21875-034, Thermo Fisher Scientific, Waltham, MA, USA), supplemented with 0.05 mM 2-mercaptoethanol, 10% FBS, and 1% P/S. THP-1 cells were differentiated into macrophages, as previously described [7]. In detail, cells were seeded into 96-well plates at 4 × 10^4^ cells/well and incubated for 48 h in media supplemented with 100 ng/mL phorbol-12-myristat-13-acetate (PMA; Merck #P8139, Darmstadt, Germany). Medium was replaced with fresh PMA-free medium for another 2 d before the experiments were initiated. All cells were maintained at 37 °C in humidified air with 5% CO_2_.

### Primary cultures of murine cortical neurons

Primary cultures of cortical neurons were prepared from forebrains of embryonic day (E) 17–18 mice, as previously described [4]. Briefly, meninges, superficial blood vessels, and cerebellum were removed from the cortices. Cortices were then homogenized and incubated with 0.5 mL Trypsin (0.5%) for 20 min at 37 °C. Trypsin reaction was stopped with 4 mL of 10% FBS. 100 µl DNase (Roche #10104459001, Basel, Switzerland) was added for 1 min and after several washing steps, the cell suspension was centrifuged at 300 rpm at 4 °C for 4 min. Supernatant was collected and centrifuged at 1200 rpm at 4 °C for a further 5 min. The pellet was resuspended in growth medium consisting of Neurobasal Medium (Gibco #21103–049, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1% L-Glutamine (Gibco #25030–024, Thermo Fisher Scientific, Waltham, MA, USA), 1% P/S and 2% B27 supplement (Gibco #17504–044, Thermo Fisher Scientific, Waltham, MA, USA).

### iPSC-derived human neuron culture (iNeurons)

Human neural stem cells (NSCs) derived from the human induced pluripotent stem cell line BIHi005-A-24 that contains a stable integrated doxycycline inducible vector expressing NEUROG2 in the AAVS1 safe harbor locus were obtained from the BIH Core Unit pluripotent Stem Cells and Organoids, Berlin, Germany. NSCs were differentiated into human cortical neurons (iNeurons) by NEUROG2 overexpression, as previously described [22, 23]. In detail, neural stem cells were thawed and plated into 6-well plates coated with Geltrex (#A1413301, Thermo Fisher Scientific, Waltham, MA, USA) at a density of 1 × 10^6^ cells/well in Neural Expansion Medium (NEM) consisting of Neurobasal Medium/Advanced DMEM (#12491023) (1:1), 2% Neural Induction Supplement (#A1647801), and 1% penicillin/streptomycin (P/S) (all from Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 3 µg/mL doxycycline (#D3447, Sigma-Aldrich, St. Louis, MO, USA) and 10 µM ROCK inhibitor Y-27,632 (#SEL-S1049-10MM, Selleck Chemicals, Houston, TX, USA). On the next day, medium was switched to NB-B27 Medium consisting of Neurobasal Medium, 1% B27, 1% P/S, 10 ng/mL NT-3 (#267-N3-025, R&D Systems, Minneapolis, MN, USA), 1X GlutaMAX (#A1647801, Thermo Fisher Scientific, Waltham, MA, USA), 10 ng/mL BDNF (#450-02-10, PeproTech, Cranbury, NJ, USA), and 200 ng/mL Laminin (#L2020, Sigma-Aldrich, St. Louis, MO, USA) with 3 µg/mL doxycycline. The medium was changed daily. On day 5, cells were detached with Accutase (#7920, Stem Cell Technologies, Vancouver, Canada) and replated onto Geltrex-coated PhenoPlate 96-well plates (#6055302, PerkinElmer, Shelton, CT, USA) at 3 × 10^4^ cells/well. The medium was changed daily until differentiation into mature iNeurons on day 14.

### Primary cultures of murine microglia

Primary cultures of microglia were prepared from mouse brains on postnatal day (P) 0 mice, as previously described [24]. In detail, meninges, superficial blood vessels, and cerebellum were separated from cortices. Cortices were then homogenized with 3 mL of Trypsin (2.5%; Gibco #15090–046, Thermo Fisher Scientific, Waltham, MA, USA) for 25 min at 37 °C. Trypsin reaction was stopped with FCS.100 µl DNase was added, and the cell suspension was centrifuged at 1200 rpm at 4 °C for 5 min. Pellets were resuspended in DMEM supplemented with 10% FCS and penicillin (100 U/ mL)/streptomycin (100 µg/mL), mechanically disassociated, and filtered through a 70-µm-cell strainer. Microglia were cultured in T75 flasks for 10–14 d in 12 mL DMEM at 37 °C in humidified air with 5% (v/v) CO_2_.

### Oligoribonucleotides and TLR agonists

Synthetic oligoribonucleotides were purchased from Integrated DNA Technologies (Coralville, IA, USA). The sequences of the synthesized oligoribonucleotides, with “Phos/” depicting 5′ phosphorylation, “*” depicting phosphorothioate bonds, and “Alex488N/” depicting Alexa Fluor 488 (NHS Ester) are as follows: mmu-miR-124-5p, 5′-Phos/C*G*U*G*U*U*C*A*C*A*G*C*G*G*A*C*C*U*U*G*A*U-3′; mmu-miR-92a-1-5p, 5′-Phos/A*G*G*U*U*G*G*G*A*U*U*U*G*U*C*G*C*A*A*U*G*C*U-3′; hsa-miR-9-5p, 5′-Phos/U*C*U*U*U*G*G*U*U*A*U*C*U*A*G*C*U*G*U*A*U*G*A-3′; hsa-miR-501-3p, 5′-Phos/A*A*U*G*C*A*C*C*C*G*G*G*C*A*A*G*G*A*U*U*C*U-3′; Alexa488-miR-124-5p, 5′Alex488N/C*G*U*G*U*U*C*A*C*A*G*C*G*G*A*C*C*U*U*G*A*U-3′; Alexa488-miR-92a-1-5p, 5′-Alexa488/A*G*G*U*U*G*G*G*A*U*U*U*G*U*C*G*C*A*A*U*G*C*U-3′; mutated control oligoribonucleotide (Mut.oligo), 5′-Phos/ U*G*A*G*G*U*A*G*A*A*G*G*A*U*A*U*A*A*G*G*A*U-3′. Loxoribine, R848, and TL8-506 were purchased from InvivoGen (San Diego, CA, USA). LPS was obtained from Enzo Life Sciences GmbH (#ALX-581-007-L002, Lörrach, Germany).

### HEK-Blue TLR reporter assay

HEK-Blue reporter and corresponding control cells were seeded at 5 × 10^4^ cells/well on 96-well plates, and one day later transfected with the oligoribonucleotides (all 10 µg/mL) using LyoVec (InvivoGen #lyec-1, San Diego, CA, USA) according to the manufacturer’s protocol. Cells were incubated with indicated treatments dissolved in HEK-Blue detection medium (InvivoGen #hb-det2, San Diego, CA, USA) for 24 h. The SEAP product was detected at 655 nm on a SpectraMax iD3 microplate reader (Molecular Devices, San Jose, CA, USA). For each experimental replicate, two wells were individually measured, and the average was used for evaluation.

### Enzyme-linked immunosorbent assay

Microglia isolated from C57BL/6 or *Tlr7*^*−/−*^ mice (3 × 10^4^ cells/well) or THP-1 human macrophages (4 × 10^4^ cells/well) were plated on 96-well plates. After overnight incubation, cells were stimulated with the oligoribonucleotides (10 µg/mL) complexed with LyoVec for 24 h. Thereafter, supernatants were collected and stored at − 80ºC. TNF concentrations in the supernatants were measured using the TNF Mouse or Human Uncoated ELISA Kit (Invitrogen, Waltham, MA, USA) according to the manufacturer’s protocol. For each experimental replicate, two wells were individually measured, and the average was used for evaluation.

### Quantification of extracellular miRNA uptake

Cortical neurons isolated from C57BL/6 mice were seeded on poly-D-lysine (PDL)-glass coverslips in 24-well plates at 2 × 10^5^ cells/well. After 3 d, cells were incubated with Alexa488-labelled miR-92a-1-5p, Alexa488-labelled miR-124-5p (both at 10 µg/mL), or Alexa Fluor 488 NHS-Ester (0.78 µg/mL, Thermo Fisher Scientific, #A20000, Waltham, MA, USA) and incubated at 37 °C for 1, 4, 8–24 h. Thereafter, cells were washed with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde (PFA) for 20 min, and nuclei were stained with DAPI. Soma and axons were immunolabelled with NeuN and Neurofilament antibody, respectively, mounted on glass slides, and imaged on a Nikon CSU-X1 Spinning Disk Confocal microscope (Nikon Corporation, Tokyo, Japan). Confocal image stacks (60X Nikon Plan Apo oil immersion objective, 1.4 NA, 0.5 μm step size) were acquired and subsequently analyzed in FiJi version-1.54 to quantify the fluorescence intensity of the uptaken Alexa488-labelled miRNAs or Alexa 488 Ester within the neurons. NeuN, DAPI, and Neurofilament-marked regions were obtained by thresholding the respective images and combined to generate an ROI of the total neuron area, and the Alexa488 fluorescence intensity within this ROI was measured.

### Live cell imaging of miRNA entry into neuronal endosomes

Primary murine neurons isolated from C57BL/6 mice were plated at 2 × 10^5^ cells/well in µ-Slide 8-Well Slides (Ibidi GmbH, #80826, Gräfelfing, Germany). After 3 d in vitro, culture medium was replaced with BrightCell NEUMO Photostable Medium (Merck Chemicals GmbH, #SCM146, Darmstadt, Germany) supplemented with 2% BrightCell SOS Neuronal Supplement (Merck Chemicals GmbH, #SCM147). On the next day, cells were incubated with a mixture of pHrodo Red Dextran (20 µg/mL Thermo Fisher Scientific, #P35368, Waltham, MA, USA) and Alexa488-labelled miR-92a-1-5p or miR-124-5p (10 µg/mL) or Alexa Fluor 488 NHS-Ester (0.78 µg/mL). 10 µl of Hoechst (Thermo Fisher Scientific, #R37605, Waltham, MA, USA) was added to stain the nuclei, and cells were immediately mounted for live cell imaging on a Nikon CSU-X1 Spinning Disk Confocal microscope. Confocal image stacks (100X Nikon Plan Apo oil immersion objective, 1.45 NA, 0.5 μm step size) were recorded at a frame interval of 2 min for 4 h recording sessions. The stage was maintained at 37 °C throughout the recording sessions. Live cell imaging data was analyzed using a custom macro in FiJi to quantify fluorescence intensity of pHrodo Red Dextran and Alexa488 within the endosomes.

### Analysis of neuronal endocytosis

Cortical neurons from C57BL/6 mice were seeded on PDL-coated glass coverslips in 24-well plates at 2 × 10^5^ cells/well. After 3 d in vitro, cells were treated with Dynasore (200 µM, Abcam #ab120192, Cambridge, UK) or DMSO for 1 h. Next, cells were incubated with a mixture of pHrodo Red Dextran (20 µg/mL) and Alexa488-labelled miR-92a-1-5p or miR-124-5p (10 µg/mL) at 37 °C for 4 h in the presence of Dynasore and DMSO. Cells were then stained with Hoechst, washed with PBS, fixed with 4% PFA for 20 min and mounted on glass slides. Cells were imaged on a Nikon CSU-X1 Spinning Disk Confocal microscope. Image stacks (0.5 μm step size) were acquired with a 100X objective. The average Z projections of the image stacks were created in FiJi. ROIs marking the endosomes, where Alexa488 and pHrodo Red Dextran co-localized, were generated, and the Alexa488 fluorescence intensity within these ROIs was measured. The fluorescence intensity of pHrodo Red within the entire image was also measured.

### Analysis of extracellular miRNAs’ effect on neuron structure and viability

#### Primary mouse neurons

Cortical neurons isolated from C57BL/6 or *Tlr7*^*−/−*^ mice (5 × 10^5^ cells/well) were cultured on PDL-coated glass coverslips in 24-well plates. After 3 d in vitro, cells were treated with oligoribonucleotides or TLR agonists, as indicated, for 5 d. Cells were washed and fixed with 4% PFA. Soma, dendrites, and axons were immunolabelled with NeuN, MAP-2, and Neurofilament antibody, respectively. Terminal deoxynucleotidyl transferase-mediated biotinylated UTP nick end labeling (TUNEL) was performed to label apoptotic cells using the In Situ Cell Death Detection Kit Fluorescein (#11684795910, Roche, Basel, Switzerland) following the manufacturer’s instructions. Using a fixed sampling strategy, six fields per coverslip were captured on an Olympus IX81 microscope (Olympus, Tokyo, Japan) with 40X objective. Images were analyzed using a custom macro in FiJi to quantify NeuN^+^ and TUNEL^+^ cell counts. NeuN^+^ cell counts were expressed as relative neuronal viability for each condition normalized to the control condition which was set to 100%. Apoptotic cells were expressed as the ratio of TUNEL^+^ to NeuN^+^ cell counts normalized to control. Neurite lengths were analyzed in FiJi using a macro adapted from MorphoNeuroNet [25]. Neurite degeneration analysis was performed as previously described [26] using a custom FiJi macro to generate masks of the dendrites and axons by thresholding the images, and measuring the total area of fragments and intact neurites. Particles between 0.2 and 25 µm^2^ were considered neurite fragments. The degeneration index was calculated as the ratio of the total area of neurite fragments to the total neurite area.

#### Human iNeurons

iNeurons (3 × 10^4^ cells/well) cultured in PhenoPlate 96-well plates were incubated with oligoribonucleotides or TLR agonists, as indicated, for 4 d. Oligoribonucleotides were complexed with LyoVec before application. For TLR inhibition experiments, cells were incubated with CU-CPT9a (50 µM, Invivogen #inh-cc9a, San Diego, CA, USA) or ODN 2087 (10 µM, Miltenyi Biotec #130-105-819, Bergisch Gladbach, Germany) for 3 h before and during the 4 d-incubation period. For caspase inhibition experiments, Z-VAD-FMK (100 µM, Sigma-Aldrich, #627610, St. Louis, MO, USA) was added 24 h before and during the 4 d-incubation period. Cells were washed and fixed with 4% PFA. Soma (NeuN), dendrites (MAP-2), axons (Neurofilament), general synapses (Synapsin), and excitatory synapses (VGLUT1) were immunolabelled with the respective antibodies. Apoptotic cells were labelled using the TUNEL apoptosis assay as described above. Cells were imaged (97 images/well) on an Opera Phenix High-Content Screening System (PerkinElmer, Shelton, CT, USA) with 40X objective. NeuN^+^ and TUNEL^+^ cell counts, and neurite lengths were analyzed automatically using Signals Image Artist (version 1.3.29, Revvity, Hopkinton, MA, USA). NeuN^+^ cell counts were expressed as relative neuronal viability for each condition normalized to the control condition, which was set to 100%. Apoptotic cells were expressed as the ratio of TUNEL^+^ to NeuN^+^ cell counts normalized to the control condition. For analysis of synaptic protein expression, images were processed in FiJi to generate ROIs where Synapsin or VGLUT1, and MAP2 were co-localized. The fluorescence intensity of Synapsin or VGLUT1 within these ROIs was measured. The neurite degeneration analysis was performed using the custom FiJi macro as described above for mouse neurons.

### siRNA transfection of iNeurons

On the penultimate day of differentiation (day 13), iPSC-derived human cortical neurons (iNeurons) were transfected with 1 µL TLR7 siRNA (10 µM stock, Silencer Invitrogen, #108895, Waltham, MA, USA) using 0.3 µL Lipofectamine RNAiMax (Thermo Fisher #13778075, Waltham, MA, USA) in 40 µL Opti-MEM I (Thermo Fisher #31985062, Waltham, MA, USA) per well on a 96-well plate according to the manufacturer’s protocol. The next day, fresh NB-B27 medium was added to the complexes, and cells were treated with oligoribonucleotides and TLR agonists as described above.

### Intrathecal injection of miRNA

Intrathecal injection of C57BL/6 and *Tlr7*^*−/−*^ mice was performed as described previously [7, 20]. Briefly, 10 µg of oligoribonucleotide dissolved in 40 µl of nuclease-free water was intrathecally injected into 6-8-week-old C57BL/6 or *Tlr7*^*−/−*^ mice, with 4–6 mice per experimental group. Control mice were injected with sterile PBS. After 72 h, mice were sacrificed and perfused transcardially with 4% PFA. Brains were removed and cryoprotected in 30% sucrose for 3 d. Subsequently, four coronal sections (Bregma − 1.94 mm, 0.14 mm, 1.54 mm, 2.80 mm) were prepared from each fixed brain. The slices were immunolabeled with anti-NeuN, anti-Synaptophysin, anti-MAP-2, and anti-Neurofilament antibodies, as described below. For quantification of neuronal loss, images were captured from twelve predefined fields in the cerebral cortex of corresponding brain sections across treatments using an Olympus BX51 microscope (Olympus, Tokyo, Japan) with a 60X objective. NeuN^+^ cells in each image were manually counted in a blinded fashion using the FiJi Cell Counter Plugin. For quantification of neurite length and synaptophysin abundance, images were captured from 16 predefined fields in the cerebral cortex of corresponding brain sections across treatments using an Olympus IX81 microscope (Olympus, Tokyo, Japan) at 64X magnification (40X objective with a 1.6X magnification changer). Images were subsequently analyzed in FiJi using a custom macro, as described above, to quantify the neurite length and degeneration index. Particles between 0.02 and 0.25 µm^2^ were considered neurite fragments. Synaptophysin abundance was quantified by measuring the mean synaptophysin fluorescence intensity across the entire image normalized to the number of cells.

### Immunocytochemistry and immunohistochemistry

Immunostaining was performed as described previously [20] using the following antibodies: NeuN (#ABN78), Neurofilament (#MAB5262), microtubule-associated protein 2 (MAP2, #MAB3418) (all obtained from Merck Millipore, Burlington, MA, USA); EEA1 (#ab206860) and Synaptophysin (#ab14692, both from Abcam, Cambridge, UK); TLR7 (#NBP2–27332) and TLR8 (#NBP2-24917, both from Novus Biologicals, Centennial, CO, USA); VGLUT1 (#135302) and Synapsin 1/2 (#106002, both from Synaptic Systems, Göttingen, Germany). Both primary and secondary antibodies (1:500) were applied in blocking buffer (PBS, 2% Normal Goat Serum, 0.2% TritonX-100).

### Bulk RNA sequencing

C57BL/6 cortical neurons were seeded at 2 × 10^6^ cells/well in 6-well plates. After oligoribonucleotide treatment total cellular RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. Briefly, cells were lysed and homogenized using QIAshredder spin columns (Qiagen, Hilden, Germany). One volume of 70% (v/v) ethanol was added to the homogenized lysate and transferred onto RNeasy spin columns. After a washing step, RNA preparations were treated with PureLink DNAse (Invitrogen #12185-010, Waltham, MA, USA) to remove contaminating DNA according to the manufacturer’s protocol. After several washing steps, RNA was eluted using 40 µL RNase-free water. Total RNA was stored at -80 °C until library preparation or cDNA synthesis. For sequencing, RNA quality was assessed using an Agilent RNA ScreenTape (Agilent Technologies, Santa Clara, CA, USA). mRNA sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) according to manufacturer’s instructions. Sample libraries were multiplexed and sequenced on a NextSeq 500 platform (Illumina, San Diego, CA, USA) using 75 bp single-end sequencing. 29–71 million reads per sample were generated.

### Bioinformatic analysis

Bulk RNAseq reads were mapped to the mouse genome (GRCm38, version M12 (Ensembl 87)) with STAR version-2.7.3a [27]. Reads were assigned to genes using FeatureCounts SUBREAD version-v2.0.0 [28] with the following parameters: -t exon -g gene_id -s 2. For the differential expression analysis, we used DESeq2 version-1.32.0 [29] with default parameters. We filtered genes that had less than 5 counts in at least 3 samples. Upregulated and downregulated genes were subjected to gene set enrichment analysis (GSEA) with R/tmod package version-0.50 [30] against the MsigDB Hallmark gene set collection. Significance of enrichment was assessed using the hypergeometric test (tmodHGtest).

### Real-time PCR

Total cellular RNA from treated neurons and microglia was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. For cDNA synthesis, 1 µg of total RNA from was used in a 25 µL reaction volume with the following reagents according to manufacturers’ protocol: M-MLV Reverse Transcriptase 5X Reaction Buffer (#M531A, Promega, Madison, WI, USA), M-MLV RT (#M170A, Promega, Madison, WI, USA), Oligo(dT)18 Primer (#S0131, Thermo Scientific, Waltham, MA, USA), dNTP Mix (#18427013, Invitrogen, Waltham, MA, USA), Rnasin Ribonuclease Inhibitor (# N2511, Promega, Madison, WI, USA), and RNase-free water. All qPCR assays were performed on a StepOnePlus Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) in 25 µl reaction volumes containing 1 µl of template, 300 nM of each primer, 1×SYBR Green PCR Mastermix (#4309155, Applied Biosystems, Waltham, MA, USA) according to manufacturer’s instructions. All conditions were performed in triplicate, and the average Ct value was used. Expression data are expressed as 2^–∆∆Ct^ normalized to Actin. Primer sequences were designed in house or obtained from the PrimerBank database [31] and commercially synthesized by Integrated DNA Technologies (Coralville, IA, USA). Primer sequences are available in Additional file 1: Table S1.

### Western blotting

Primary neurons were homogenized in 250 µl RIPA buffer (#R0278) containing 1:100 protease inhibitor (#P8340) and 1:100 phosphatase inhibitor (#P2850), all from Sigma-Aldrich, Missouri, MO, USA. Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, #23227) was used to determine the protein concentration according to manufacturer’s instructions. 40 µg of total protein were resolved on NuPAGE Bis-Tris gels (Thermo Fisher Scientific, #NP0322PK2, Waltham, MA, USA) and transferred onto a nitrocellulose membrane using the iBlot2 Transfer device (Thermo Fisher Scientific, Waltham, MA, USA). Membranes were imaged on an Azure 400 Imager (Azure Biosystems, Dublin, CA, USA) after incubation of primary antibodies and secondary antibodies according to the manufacturer’s protocol: cleaved caspase-3 (1:1000, Cell Signaling Technology, #9661, Danvers, MA, USA); anti-beta actin (0.5 µg/mL, Sigma-Aldrich, #A1978-100UL, St. Louis, MO, USA); donkey anti-rabbit IgG-HRP (#sc-2313); goat-anti-mouse IgG-HRP (#sc-2005) both from Santa Cruz Biotechnology (Dallas, TX, USA). The images were exported as TIFFs and the relative band intensities were quantified using FiJi.

### Statistical analysis

Data are expressed as indicated in the figure legends. Statistical differences over all groups were analyzed with Kruskal-Wallis test followed with Dunn’s multiple comparison tests. Statistical differences between two specific groups were analyzed with the parametric two-tailed Student’s *t*-test or non-parametric Mann–Whitney test. The Mann–Whitney test was used instead of the Student’s *t*-test if the data failed the Brown-Forsythe test for homoscedasticity. For neurite length and degeneration index data, outliers were identified and excluded using the ROUT method (Q = 0.1%) in GraphPad Prism before analysis. Differences were considered statistically significant when *P* < 0.05. GraphPad Prism version 9.50 for Windows (GraphPad Software, San Diego, CA, USA) was used to perform all statistical analyses.

## Results

### AD-associated miR-124-5p, miR-92a-1-5p, miR-9-5p, and miR-501-3p are endogenous ligands of mouse and/or human TLR7/8

We sought to decipher the effects of extracellular miRNAs acting as signaling molecules on cortical neurons in the context of neurodegeneration. To select suitable miRNA candidates for this study, we used BrainDead, a structure-aware machine-learning algorithm, which predicts small RNAs as potential TLR7/8 activators [32]. Although originally trained with data derived from assays using mouse microglia, BrainDead can predict RNAs acting as ligands of human TLRs [32]. Considering published data derived from assays testing the activation of human embryonic kidney (HEK) human TLR8 (hTLR8) reporter cells by miRNAs [20, 33], the BrainDead algorithm was finetuned to predict small RNAs specifically activating this receptor. One hundred and fifty-four miRNAs annotated as being dysregulated (i.e. increased or decreased expression) in AD in the PhenomiR v2.0 database [34] were analyzed by both the original and finetuned BrainDead algorithm. Out of the miRNAs with dysregulated expression in AD, 102 miRNAs were predicted to activate mouse TLR7 (mTLR7) or hTLR8 (Fig. 1a). Out of the miRNAs with dysregulated expression in AD a second group of 60 candidate miRNAs was identified by re-analyzing previously published small RNA sequencing and microarray data derived from apoptotic cortical neurons releasing miRNAs [20, 33]. Out of these two identified subgroups we finally selected four miRNAs, namely miR-124-5p, miR-92a-1-5p, miR-9-5p, and miR-501-3p for further investigation (Table 1), taking into account distinct features of the selected miRNAs, as follows. miR-124-5p and miR-9-5p, abundantly expressed in mouse and human brain and both comprising sequences conserved in mouse and human, represent brain-specific miRNAs [35–38]. While miR-124-5p expression in AD brain is reduced [35], miR-9-5p expression is increased in brain tissue and CSF of AD patients [39, 40]. miR-92a-1-5p and miR-501-3p are also expressed in mouse and human brain [36, 38], and the sequences of mouse and human miR-92a-1-5p and miR-501-3p differ by 3 and 2 nucleotides, respectively. miR-92a-1-5p expression in AD brain is enhanced, while miR-501-3p expression is increased in both brain and serum of AD patients [41–43].

**Fig. 1:**
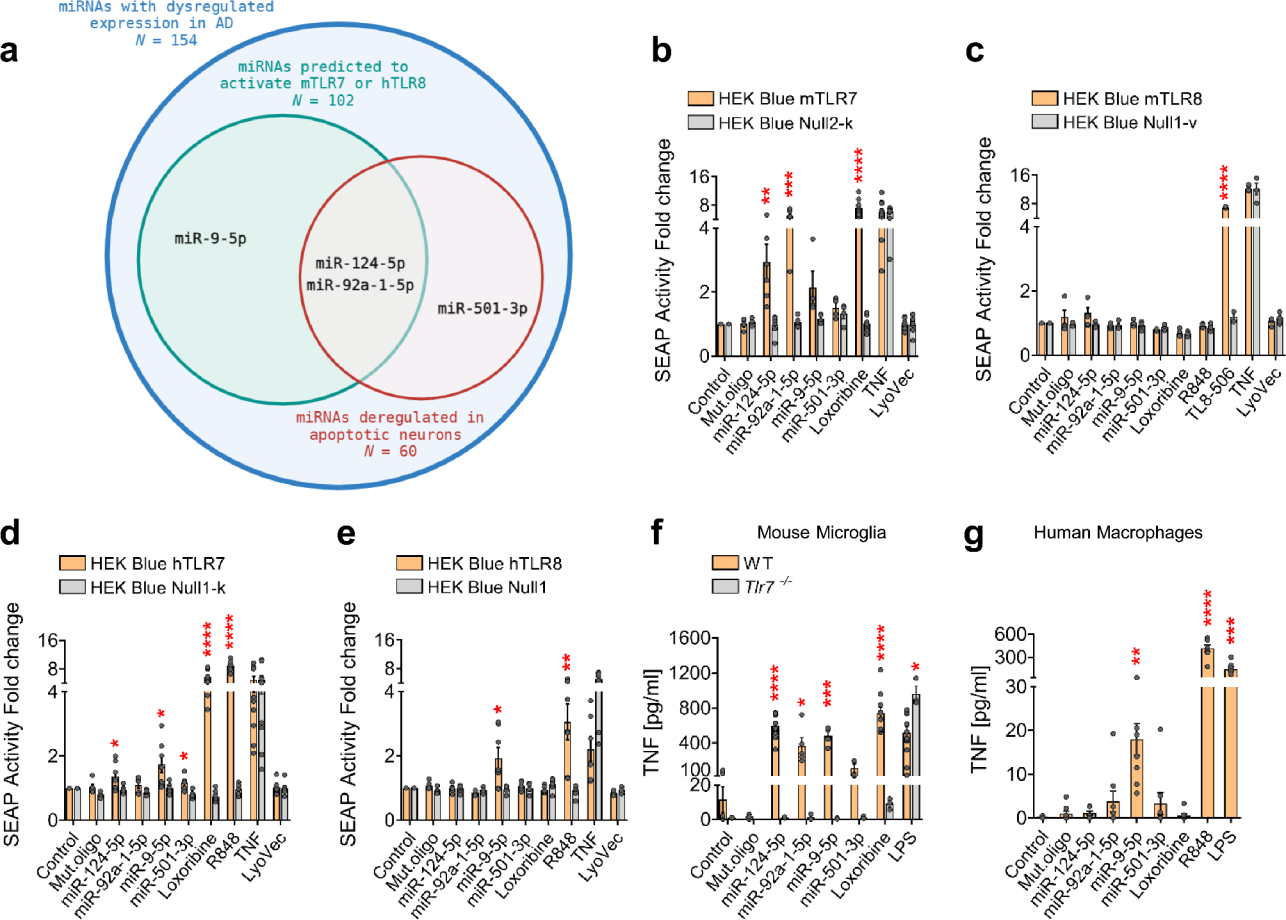
AD-associated miRNAs directly activate TLR7 and/or TLR8. (**a**) Selection of miRNAs dysregulated in AD, acting as potential signalling molecules for TLR7/8. HEK-Blue cells co-expressing (**b**) mTLR7, (**c**) mTLR8, (**d**) hTLR7, or (**e**) hTLR8, and an NF-κB/AP1-inducible secreted embryonic alkaline phosphatase (SEAP) reporter gene, were incubated with 10 µg/mL miRNA, as indicated, or mutant oligoribonucleotide (Mut.oligo) for 24 h. R848 (100 ng/mL), loxoribine (1 mM), TL8-506 (10 µg/mL), and TNF (100 ng/mL) served as positive control. Parental Null2-k, Null1-v, Null1-k, and Null1 cells and LyoVec served as negative control. Bars represent the mean ± SEM (*n* = 4–8). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; unpaired *t*-test, compared to the respective parental HEK cells. (**f**) Microglia from C57BL/6 (wild-type, WT, *n* = 4–8) or *Tlr7*^*−/−*^ (*n* = 3) mice and (**g**) THP-1 macrophages (*n* = 6–8) were incubated with 10 µg/mL of indicated miRNAs or Mut.oligo for 24 h followed by TNF ELISA. Unstimulated cells served as negative control. LPS (100 ng/mL), loxoribine (1 mM), and R848 (100 ng/mL) served as positive control. Bars represent mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 (**f**) compared to the corresponding *Tlr7*^*−/−*^ group; unpaired *t*-test; (**g**) compared to control; Kruskal-Wallis test with Dunn’s post-hoc analysis

Next, the AD-associated miRNAs selected above were tested regarding their potential to activate TLR7/8 using HEK reporter cells overexpressing either mouse or human TLR7 or TLR8. As a control for miRNA sequence specificity, an oligoribonucleotide featuring a mutated sequence of the miRNA *let-7b* (referred to as Mut.oligo thereafter), which does not activate TLR7 [4], was used. While miR-124-5p activated both human and mouse TLR7, miR-92a-1-5p exclusively activated mTLR7 (Fig. 1b, d). miR-9-5p activated hTLR7 and hTLR8, whereas miR-501-3p activated hTLR7 (Fig. 1d, e). None of the miRNAs activated mTLR8 (Fig. 1c). Mut.oligo activated neither mouse nor human TLR7/8, as expected [4]. Loxoribine, a synthetic TLR7 agonist, activated mTLR7 and hTLR7, while R848, a TLR7/8 agonist, activated hTLR7 and hTLR8, and TL8-506, a TLR8-specific agonist, activated mTLR8, as expected (Fig. 1b-e).

To confirm the functional relevance of TLR activation by extracellular AD-associated miRNAs in immune cells, primary murine microglia, which express TLR7 and TLR8 [44], were exposed to miR-92a-1-5p, miR-124-5p, miR-9-5p, and miR-501-3p. Out of these, miR-92a-1-5p, miR-124-5p, and miR-9-5p induced TNF release from microglia (Fig. 1f). This response required TLR7, as cytokine release was abolished in *Tlr7*^*−/−*^ microglia (Fig. 1f). The miRNA-induced microglial cytokine response was in line with the respective miRNA’s ability to activate mTLR7 (see Fig. 1b). In contrast, miR-501-3p, which did not activate mTLR7 (see Fig. 1b), failed to elicit cytokine release from microglia (Fig. 1f). Also, human macrophages were tested. Although weakly (i.e. TNF concentration peak at 20 pg/mL), human THP-1-derived macrophages responded to extracellular miR-9-5p (Fig. 1g). However, miR-92a-1-5p, miR-124-5p, and miR-501-3p did not induce such a response, mirroring the results derived from hTLR8 reporter cells, which were exclusively activated by miR-9-5p (see Fig. 1e).

In summary, extracellular miR-124-5p activated mTLR7 and hTLR7, while miR-92a-1-5p exclusively activated mTLR7. miR-9-5p activated hTLR7/8, while miR-501-3p activated hTLR7 only. Except miR-501-3p, the tested miRNAs induced cytokine release from mouse microglia and/or human macrophages. Based on these results we assigned miR-124-5p and miR-92a-1-5p to be further studied in mouse models, particularly, as they exclusively activate TLR7 and induce TLR7-dependent cytokine release in mouse. miR-9-5p and miR-501-3p were selected to be further studied in human models since both activate hTLR7, and in addition, miR-9-5p activates hTLR8 and induces cytokine release from human macrophages.

**Table 1:** Full mature sequences, previously reported TLR-activating motifs (indicated in italics), and braindead scores of selected MiRNAs. (+/-) indicates whether the miRNA was predicted to activate or not activate the receptor. Respective braindead scores are shown in brackets, and a score of 0.65 was set as the threshold for activation

miRNA	Mature sequence	BrainDead prediction	
		mTLR7	hTLR8
mmu-miR-124-5p	CG*UGUUC*ACAGCGGACCUUGAU	+ (0.717)	+ (0.651)
mmu-miR-92a-1-5p	AGGUUGGGAU*UUGU*CGCAAUGCU	+ (0.905)	+ (0.695)
hsa-miR-9-5p	UCUUUGG*UUAUC*UAGCUGUAUGA	+ (0.925)	+ (0.731)
hsa-miR-501-3p	AAUGCACCCGGGCAAGGAUUCU	- (0.098)	- (0.331)

### Cortical neurons endocytose extracellular miR-124-5p and miR-92a-1-5p

Neurons express ssRNA-sensing TLRs in endosomes [4, 5, 20]. To test whether AD-associated miRNAs identified as TLR7/8 ligands above are taken up by neurons, primary murine cortical neurons were incubated with Alexa488-labeled miR-92a-1-5p or miR-124-5p, both of which preferentially activate mTLR7 (see Fig. 1). Subsequent analysis by confocal microscopy revealed the presence of fluorescent miR-92a-1-5p and miR-124-5p within neurons, mostly around the nuclei, but also in axons (Fig. 2a). Fluorescence intensity of the uptaken miRNA increased over time and reached a peak at 8 h (Fig. 2b). In contrast, the fluorescence intensity of unconjugated Alexa488 ester remained constantly low through the whole observation period (Fig. 2b). To test whether miRNAs taken up by neurons reach the endosomal compartment, murine cortical neurons were incubated with Alexa488-labelled miR-124-5p or miR-92a-1-5p, and pHrodo Red Dextran, an endosomal marker, in parallel. Subsequent confocal microscopy analysis revealed distinct puncta of the fluorescent miRNAs co-localizing to pHrodo Red Dextran, indicating the internalization of the miRNAs by endosomes (Fig. 2c). Sequential analysis of the line profiles from the confocal images confirmed co-localization of the miRNAs to neuronal endosomes (Fig. 2d).

**Fig. 2:**
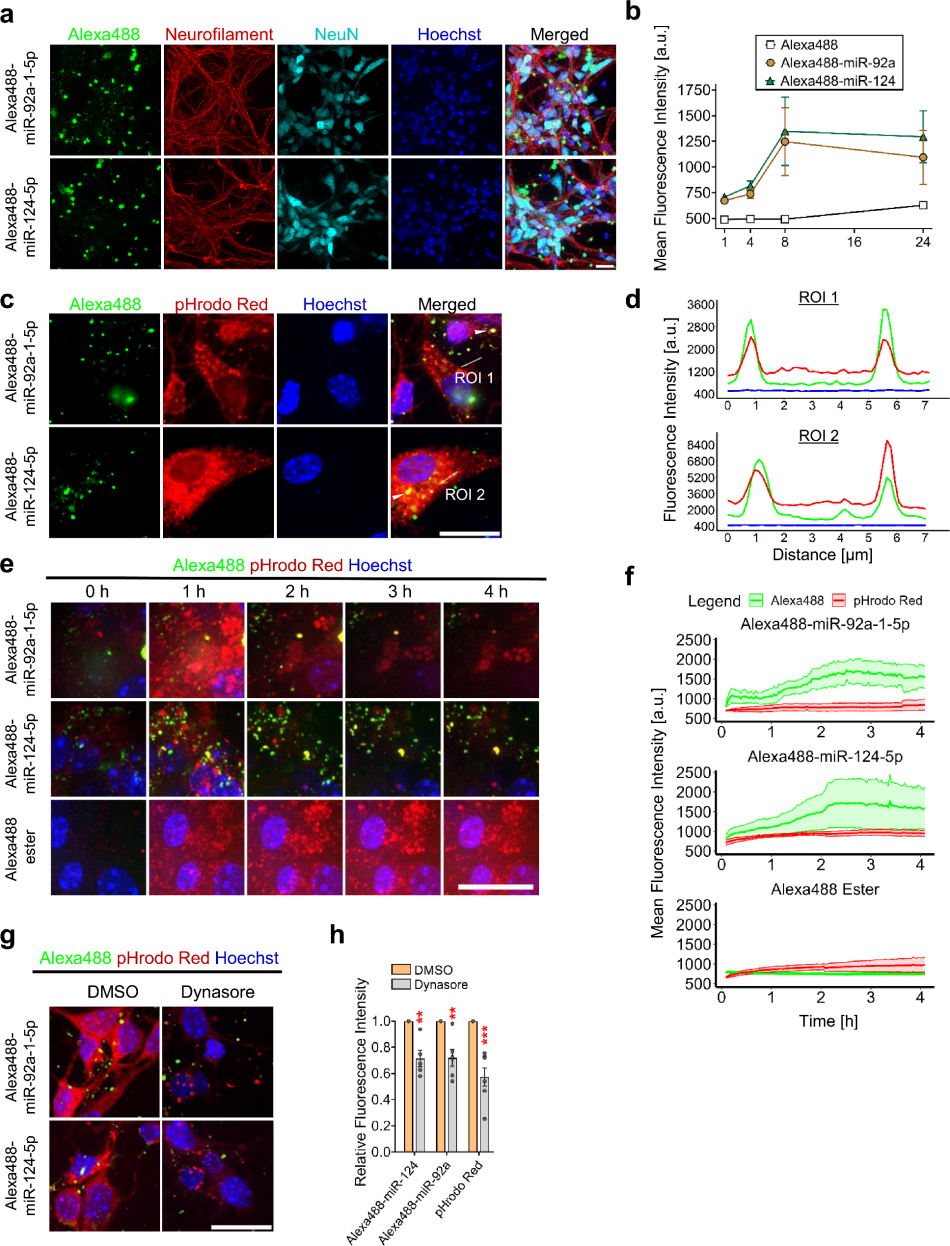
Extracellular miR-124-5p and miR-92a-1-5p enter neurons and co-localize to endosomes. (**a**) C57BL/6 cortical neurons were incubated with Alexa488-labeled 10 µg/mL of miR-92a-1-5p, Alexa488-labeled miR-124-5p (both), or unconjugated Alexa488 ester. Cells stained with Hoechst and immunolabeled with Neurofilament or NeuN antibodies were analyzed by confocal microscopy. Representative images of neurons exposed to miRNAs for 8 h. (**b**) Mean fluorescence intensity of Alexa-488-labeled miRNAs and ester within neurons, depicted as time course graph. Lines and error bars represent mean ± SEM (*n* = 3–4). (**c**) Representative images of neurons incubated with pHrodo Red (20 µg/mL) and fluorescent miRNAs (10 µg/mL), as indicated, for 4 h. Cells were stained with Hoechst and analyzed by confocal microscopy with sequential analysis. Arrow heads indicate fluorescent miRNAs co-localising to pHrodo Red Dextran. White lines indicate regions of interest (ROI). (**d**) Line profiles depicting fluorescence intensities along the marked ROIs. (**e**) Representative images of neurons treated as described in (**c**), set up for confocal time-lapse imaging for 4 h. (**f**) Kinetic curves depicting the fluorescence intensity of fluorescent miRNAs or ester and pHrodo Red within endosomes over the 4 h imaging period. (**g**) Neurons described above treated in parallel with DMSO or Dynasore (200 µM) for 4 h and analyzed by confocal microscopy. (**h**) Fluorescence intensity of fluorescent miRNAs and pHrodo Red within endosomes of neurons described above. Bars represent mean ± SEM (*n* = 5). **P < 0.01; ***P < 0.001, unpaired *t*-test, compared to the corresponding DMSO group. Scale bar, 20 μm

To analyze the kinetics of the extracellular miRNAs’ uptake by neurons, we performed confocal time-lapse imaging of cortical neurons exposed to fluorescent miR-124-5p or miR-92a-1-5p, and pHrodo Red Dextran. Both miRNAs co-localized to pHrodo Red Dextran as early as 20 min after exposure start (Fig. 2e; see Additional files 2 and 3 for movies). Subsequently, fluorescence intensity of endosomal Alexa488 and pHrodo Red was quantified over time (Fig. 2f). The resulting kinetic curves were similar for neurons incubated with Alexa488-labelled miR-124-5p or miR-92a-1-5p, showing a steady increase in the Alexa488 fluorescence intensity within the endosomes. Fluorescence intensity of both miRNAs peaked around 2.5 h (Fig. 2f). In contrast, fluorescence intensity of the unconjugated Alexa488 ester remained at baseline throughout the recording session (Fig. 2f; see Additional file 4 for movie), indicating that it did not accumulate. Likewise, in all time-lapse imaging experiments, the fluorescence intensity of pHrodo Red Dextran within the endosomes remained unchanged (Fig. 2f; see Additional files 2–4 for movies).

Extracellular oligonucleotides are internalized by cells through various mechanisms, including endocytosis [45–48]. The GTPase dynamin is required for vesicle scission from clathrin-coated pits, a key step in clathrin-dependent endocytosis [49]. To assess whether dynamin-mediated endocytosis is involved in the neuronal uptake of miR-124-5p and miR-92a-1-5p, cortical neurons were exposed to Alexa488-labeled miR-124-5p or miR-92a-1-5p with and without Dynasore, a non-competitive small molecule dynamin inhibitor [50]. In neurons treated with Dynasore, fluorescence intensity of the internalized Alexa488-labelled miRNAs within the endosomes was reduced. Similarly, the pHrodo Red Dextran fluorescence intensity was diminished in Dynasore-treated neurons (Fig. 2g, h).

Taken together, extracellular miR-124-5p and miR-92a-1-5p are taken up by neurons via dynamin-dependent endocytosis and accumulate within endosomes.

**Fig. 3:**
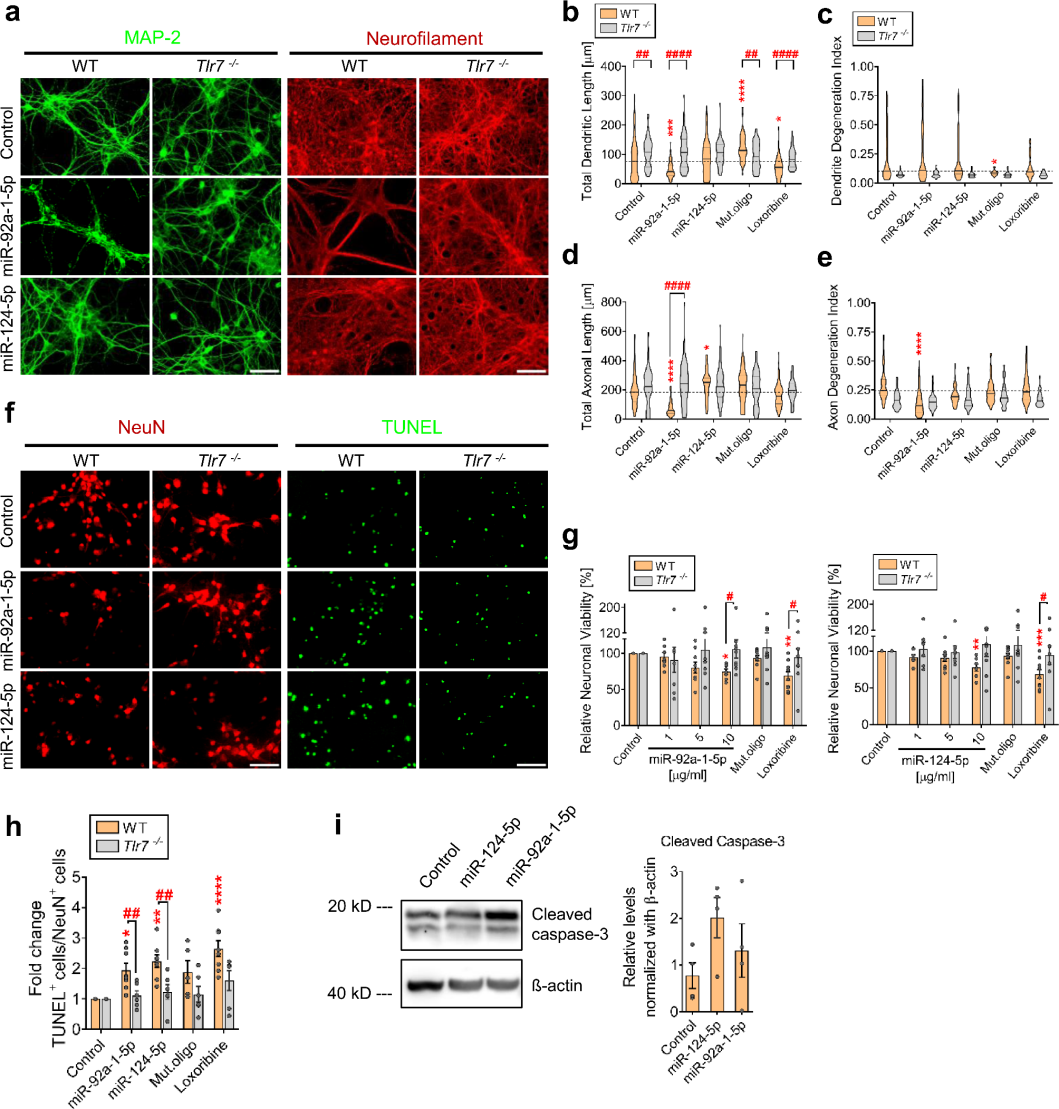
Extracellular miR-124-5p and miR-92a-1-5p alter dendritic and axonal outgrowth and induce neuronal apoptosis. (**a**) Representative images of C57BL/6 (WT) and *Tlr7*^*−/−*^ cortical neurons incubated with 10 µg/mL miR-92a-1-5p or miR-124-5p for 5 d and subsequently, immunolabeled with MAP-2 and Neurofilament antibodies. Untreated cells served as negative control. Quantification of (**b**) dendritic length, (**c**) dendritic degeneration index, (**d**) axonal length, and (**e**) axonal degeneration index of WT and *Tlr7*^*−/−*^ neurons treated as described above. Mut.oligo (10 µg/mL) served as sequence specificity control, while loxoribine (1 mM) served as TLR7 activation control. Violin plot: solid line indicates median, horizontal dotted line indicates the median of the WT control group (*n* = 4–6). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, compared to respective control, Kruskal-Wallis test with Dunn’s post-hoc analysis. ^##^*P* < 0.01; ^####^*P* < 0.0001, compared to corresponding *Tlr7*^*−/−*^ group, Mann-Whitney test. (**f**) Representative images of WT and *Tlr7*^*−/−*^ cortical neurons treated as described above, immunolabeled with NeuN antibody and stained with TUNEL assay. Quantification of (**g**) neuronal viability and (**h**) TUNEL-positive cells, normalized to respective controls. Bars represent mean ± SEM (*n* = 7–9). *P < 0.05; **P < 0.01; ***P < 0.001, compared to respective control, Kruskal-Wallis test with Dunn’s post-hoc analysis. ^#^*P* < 0.05; ^##^*P* < 0.01; compared to corresponding *Tlr7*^*−/−*^ group, Mann-Whitney test. (**i**) Immunoblot depicting cleaved caspase-3 expression in WT neurons exposed to 10 µg/mL miR-92a-1-5p or miR-124-5p for 5 d. β-actin served as loading control (left). Quantification of cleaved caspase-3 expression in neurons, normalized to β-actin (right). Bars represent mean ± SEM (*n* = 3–4). Scale bar, 50 μm

### Exposure to miR-124-5p and miR-92a-1-5p leads to altered structure and viability of CNS neurons

Apart from neuronal loss, dendritic, axonal, and synapse abnormalities in AD have been described [1, 2]. To assess the AD-associated miRNAs’ effects on neurite structure, murine cortical neurons were exposed to miR-124-5p and miR-92a-1-5p, and dendrites and axons were subsequently analyzed by immunocytochemistry (Fig. 3a). Dendritic length of neurons treated with miR-92a-1-5p was reduced to a similar level as observed in loxoribine-treated neurons (Fig. 3a, b). In contrast, dendritic length increased after exposure to Mut.oligo (Fig. 3b). However, no alteration of the dendritic length after exposure to miR-124-5p was detected (Fig. 3a, b), indicating miRNA sequence-specific effects. miR-92a-1-5p-, loxoribine-, and Mut.oligo-induced effects on dendrites required TLR7, as neurons isolated from *Tlr7*^*−/−*^ mice were not affected by the respective treatment (Fig. 3b). To test whether the miR-92a-1-5p-induced reduction in dendritic length was due to fragmentation, i.e. injury, we computed a degeneration index, defined as the ratio of the total area of neurite fragments to the total neurite area [26]. Neither miR-92a-1-5p nor loxoribine treatment increased the dendritic degeneration index (Fig. 3c). In contrast, wild-type (WT) neurons, but not *Tlr7*^*−/−*^ neurons, treated with Mut.oligo exhibited a reduced dendritic degeneration index (Fig. 3c). Of note, native *Tlr7*^*−/−*^ neurons exhibited an increased dendritic length and reduced dendritic degeneration index compared to untreated WT neurons (Fig. 3b, c). Overall, these results indicate that the miR-92a-1-5p-induced reduction of the dendritic length was not due to injury, but rather an effect of restricted outgrowth.

Next, we assessed the effect of extracellular miR-124-5p and miR-92a-1-5p on axons. Axonal length of cortical neurons exposed to miR-92a-1-5p was reduced (Fig. 3d). Conversely, miR-124-5p treatment increased axonal length (Fig. 3d). Neither Mut.oligo nor loxoribine treatment affected axonal length (Fig. 3d). In *Tlr7*^*−/−*^ neurons, miR-92a-1-5p- and miR-124-5p treatment did not affect axonal length, indicating a crucial role for TLR7 herein (Fig. 3d). Assessment of the degeneration index revealed reduced fragmentation of WT axons exposed to miR-92a-1-5p (Fig. 3e), indicating that the miRNA-induced reduction of axonal length was not likely due to injury, but rather an effect of restricted axonal outgrowth.

Certain extracellular miRNAs, such as *let-7b*, induce neuronal cell death [4, 20]. To determine whether extracellular miR-92a-1-5p and miR-124-5p affect neuronal survival, relative neuronal viability of murine cortical neurons exposed to miR-92a-1-5p and miR-124-5p was assessed (Fig. 3f). We observed a dose-dependent decrease in neuronal numbers after exposure to both miRNAs (Fig. 3f, g). In comparison with *let-7b* and loxoribine, miR-92a-1-5p and miR-124-5p induced similar effects, with a reduction in cell number by 35%, 31%, 26%, and 23%, respectively (Additional file 1: Fig. S1). *Tlr7*^*−/−*^ neurons were protected against miR-124-5p- and miR-92a-1-5p-induced neurotoxicity (Fig. 3g). Numbers of apoptotic cells in WT neuronal cultures exposed to miR-124-5p or miR-92a-1-5p were increased, as assessed by TUNEL assay (Fig. 3f, h). In contrast, the apoptosis rate of *Tlr7*^*−/−*^ neurons was unchanged compared to control (Fig. 3h). Expression of cleaved caspase-3 in WT neurons exposed to miR-124-5p and, although to a lesser extent, miR-92a-1-5p was increased (Fig. 3i).

**Fig. 4:**
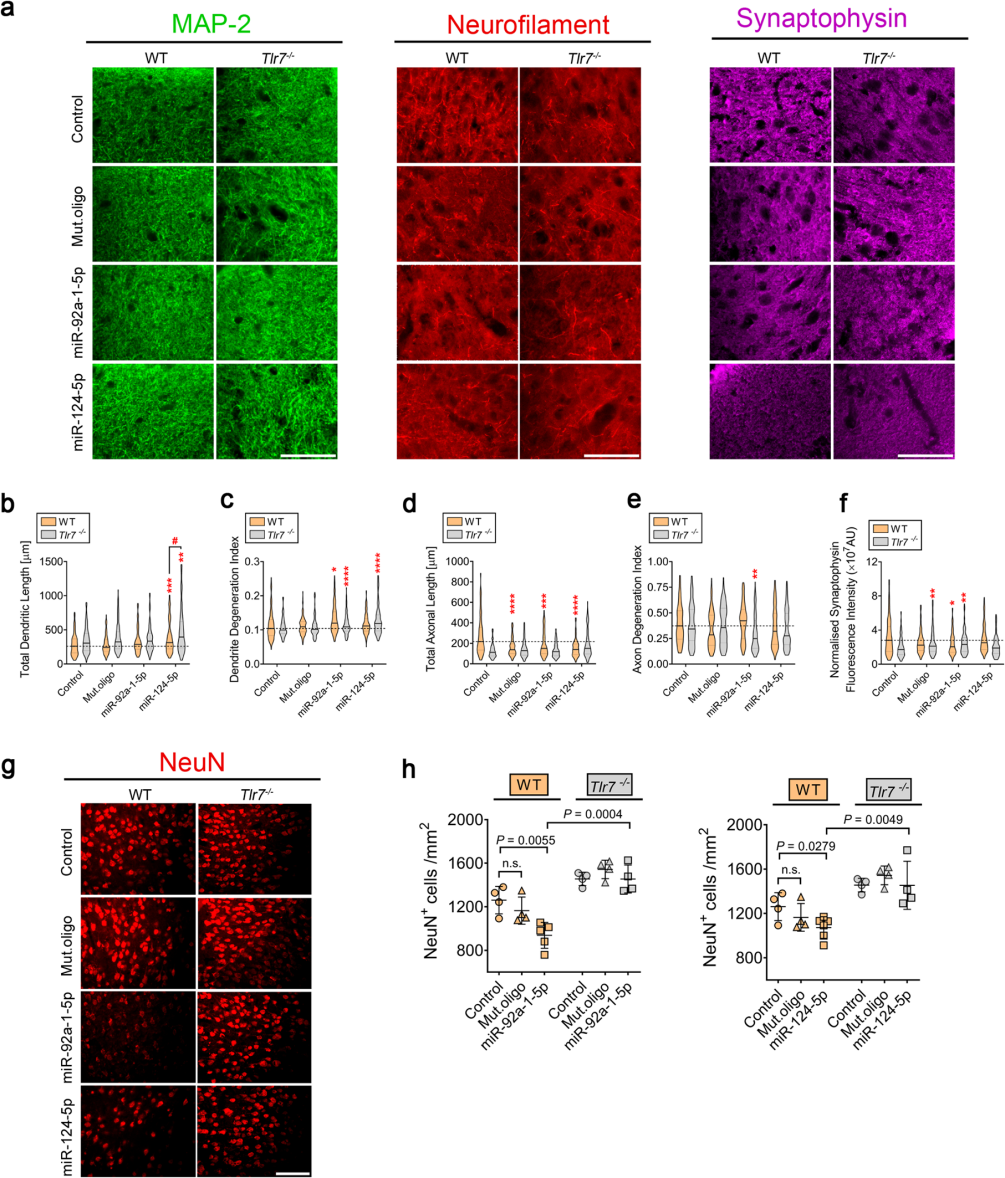
Intrathecal miR-124-5p and miR-92a-1-5p trigger changes in dendrite and axon structure, synaptophysin expression, and cell viability in the mouse cerebral cortex via TLR7. (**a**) Representative images of brain cortical sections from C57BL/6 (WT) or *Tlr7*^*−/−*^ mice. Each mouse received intrathecal injection of either 10 µg miR-92a-1-5p, miR-124-5p, or Mut.oligo. After 3 d, mice were sacrificed, and brain sections were immunolabeled with MAP-2, Neurofilament, and Synaptophysin antibodies. Quantification of (**b**) dendritic length, (**c**) dendrite degeneration index, (**d**) axonal length, (**e**) axonal degeneration index, and (**f**) synaptophysin expression in the brain sections described above. Violin plot: solid line indicates median, horizontal dotted line indicates the median of the WT control group (*n* = 4–6). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, compared to respective control, Kruskal-Wallis test with Dunn’s post-hoc analysis. ^##^*P* < 0.01 compared to corresponding *Tlr7*^*−/−*^ group, Mann-Whitney test. (**g**) Representative images of the brain sections described above, immunolabeled with NeuN antibody. (**h**) Quantification of NeuN^+^ cells in brain sections described above. Bars represent mean ± SEM (*n* = 4–6 per indicated condition), unpaired *t*-test. n.s., not significant. Scale bar, 50 μm

To evaluate the effects of miR-124-5p and miR-92a-1-5p acting as signaling molecules for CNS neurons in vivo, both WT and *Tlr7*^*−/−*^ mice were intrathecally injected with miR-124-5p, miR-92a-1-5p, or Mut.oligo. Immunohistochemical analysis of the cerebral cortex 3 d after injection revealed an increase in dendritic length of cortical neurons in miR-124-5p-treated WT mice (Fig. 4a, b), while miR-92a-1-5p and Mut.oligo did not induce such changes (Fig. 4a, b), indicating miRNA sequence-specific effects on dendrites in vivo. The effect of miR-124-5p on dendritic length did not require TLR7, as cortical neurons of *Tlr7*^*−/−*^ mice showed a similar response (Fig. 4a, b). miR-124-5p did not affect the dendritic degeneration index in WT mice, however, it increased the index in *Tlr7*^*−/−*^ mice. Notably, miR-92a-1-5p increased the dendritic degeneration index in cortical neurons of both WT and *Tlr7*^*−/−*^ mice (Fig. 4c).

Next, the effect of miR-124-5p and miR-92a-1-5p on axons in vivo was assessed. Neurons in the WT cerebral cortex exhibited reduced axonal length after miR-92a-1-5p, miR-124-5p, and Mut.oligo application (Fig. 4a, d). All of these effects were abolished in *Tlr7*^*−/−*^ neurons, indicating a key role for TLR7 in the miRNA-induced effects on axons (Fig. 4a, d). Whereas miR-124-5p and Mut.oligo did not affect the axonal degeneration index, miR-92a-1-5p decreased the index in *Tlr7*^*−/−*^, but not WT neurons (Fig. 4e). These results suggest that the oligoribonucleotide-induced effects on WT axons were due to restricted outgrowth in vivo.

We then examined the effect of the intrathecally applied miRNAs on synapses. Synaptophysin expression in the cerebral cortex of miR-92a-1-5p-treated WT mice was reduced. miR-124-5p or Mut.oligo did not induce such an effect (Fig. 4a, f). In *Tlr7*^*−/−*^ cortices synaptophysin expression was increased by both miR-92a-1-5p and Mut.oligo compared to control (Fig. 4a, f).

Finally, the effect of intrathecal miR-124-5p and miR-92a-1-5p on cortical neuronal viability was analyzed (Fig. 4g). Both miR-124-5p and miR-92a-1-5p induced neuronal loss in WT mice, whereas Mut.oligo had no effect on neuronal numbers (Fig. 4g, h). In contrast, *Tlr7*^*−/−*^ mice were completely protected from neuronal loss induced by miR-124-5p and miR-92a-1-5p (Fig. 4g, h).

Taken together, whereas miR-92a-1-5p exposure resulted in reduced dendritic and axonal length, miR-124-5p enhanced axonal, but not dendritic length in vitro. Both miRNAs in extracellular form induced neuronal apoptosis via caspase-3. Extracellular introduction of miR-92a-1-5p and miR-124-5p into the CSF of mice led to alterations of dendritic and axonal length, synapse protein expression, and resulted in neuronal apoptosis in the cerebral cortex. Most of the miRNA-induced effects required TLR7. A summary of the effects induced by the extracellularly delivered miRNAs in the murine CNS is given in Additional file 1: Table S2.

**Fig. 5:**
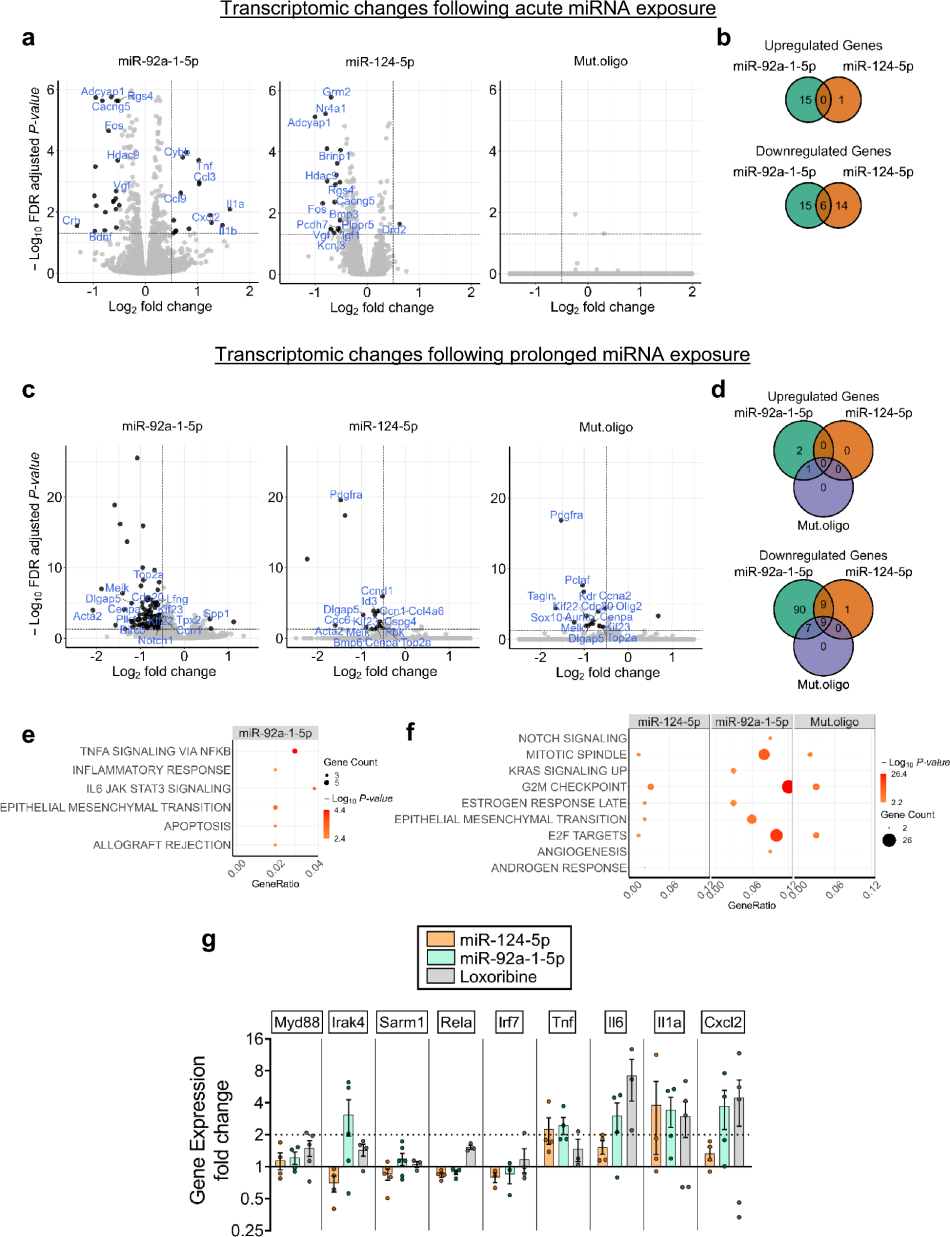
Extracellularly applied miR-124-5p and miR-92a-1-5p induce transcriptomic changes in murine cortical neurons. C57BL/6 (WT) cortical neurons were incubated with 10 µg/mL miR-92a-1-5p, miR-124-5p, or Mut.oligo. After 6 h (**a**,** b**) or 5 d (**c**,** d**), total RNA was harvested from cells, sequenced, and transcriptomic analysis was performed. Volcano plots showing significantly deregulated genes after (**a**) 6 h and (**c**) 5 d (black dots, adjusted *P*-value < 0.05, Log_2_Fold Change > 0.5). Selected genes are labeled. Venn diagrams depicting the intersection of deregulated genes in WT neurons after (**b**) 6 h and (**d**) 5 d exposure to indicated miRNAs. Numbers indicate gene counts for each set. Dot plots showing deregulated pathways in neurons after (**e**) 6 h and (**f**) 5 d exposure to indicated miRNAs. Color intensity and dot size correspond to the *-*Log_10_*P*-value and number of deregulated genes, respectively. (**g**) WT neurons were incubated with miR-92a-1-5p, miR-124-5p (both 10 µg/mL), or loxoribine (1 mM) for 6 h. Expression of select genes, as indicated, was analyzed by qRT-PCR with actin serving as reference gene. Bars represent mean ± SEM of gene expression fold changes, normalized to control (*n* = 3–6)

### Exposure of cortical neurons to miR-124-5p and miR-92a-1-5p leads to changes in inflammation-, proliferation-, and apoptosis-related gene expression

To determine the transcriptome of CNS neurons exposed to AD-associated miRNAs, RNA-seq of murine cortical neurons incubated with miR-92a-1-5p, miR-124-5p, or Mut.oligo for 6 h or 5 d was performed. 

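Cortical neurons of C57BL/6 mice were left untreated or exposed to 10 µg/mL of miR-92a-1-5p, miR-124-5p, or Mut.oligo, and each condition was sequenced after 6 h and after 5 d with 4 biological replicates. The miRNAs were synthetic oligoribonucleotides, and Mut.oligo is the mutated let-7b sequence that served as a control for sequence specificity. The authors mapped the reads of stranded libraries to the mouse genome GRCm38, counted the reads on the exons of each gene on its own strand, and deposited these counts without normalization. The deposited table lists 49671 genes by Ensembl identifier in 32 libraries, and the condition of each library is the one in its deposited name. At 6 h, the median number of counted reads per library was 31981659.5 in untreated neurons, 43440752.5 after miR-92a-1-5p, 33527039 after miR-124-5p, and 28401732 after Mut.oligo exposure. At 5 d, it was 55335535, 46605575.5, 44739610.5, and 53998713, respectively. The 32 libraries ranged from 24514090 to 73626029 counted reads, so that 3 reads correspond to between 0.0407 and 0.122 CPM (counts scaled to the library total), a floor that covers counting error only. The largest total lies above the highest number of reads per sample that the paper states, which was not explained. Genes with at least 5 counts in at least 3 of the 16 libraries of a time point were tested, 18755 genes at 6 h and 19333 at 5 d. For each time point, all libraries were fitted together with edgeR after TMM normalization and without a covariate, and each oligoribonucleotide was compared to untreated. A gene was counted as deregulated at an adjusted p under 0.05 and a log2 fold change above 0.5 in either direction.

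Each library's label also names an experiment batch. At 6 h, the 4 untreated libraries share their batches with 4 libraries of miR-92a-1-5p, 2 of miR-124-5p, and 2 of Mut.oligo. At 5 d, they share batches with 2 libraries of miR-92a-1-5p, 2 of miR-124-5p, and 3 of Mut.oligo. For many results, values with the experiment batch as a covariate, or differences within the shared batches, are given beside those of the fit without a covariate. All values follow the deposited names. More of the genes that the paper lists passed with the names miR-124-5p and Mut.oligo exchanged, as given under the other observations.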

Early gene expression changes in response to miRNA exposure were assessed after 6 h, before apoptosis would occur (see Fig. 3). Later transcriptional changes, i.e. after miRNA-induced modification of neuronal structure and apoptosis have been started (see Fig. 3), were assessed after 5 d. 

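After 6 h, 0 genes were downregulated by miR-92a-1-5p and 0 by miR-124-5p at the threshold. The smallest adjusted p was 0.584 for miR-92a-1-5p and 1.00 for miR-124-5p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 891 genes changed after miR-92a-1-5p and 852 after miR-124-5p exposure in either direction. The count for miR-92a-1-5p moved most with the experiment batch as a covariate, to 25 downregulated genes, and was 18 with DESeq2 and the same covariate. For miR-124-5p, the count was 0 under both of these alternatives. Each of the 4 batches shared by miR-92a-1-5p and untreated holds 1 library of each, so that the covariate compares libraries within a batch.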

Setting a cut-off at FDR < 0.05, transcriptome analysis after 6 h miRNA exposure revealed 21 genes downregulated by miR-92a-1-5p, and 20 genes downregulated by miR-124-5p treatment (Fig. 5a, b). In contrast, 15 genes were upregulated by miR-92a-1-5p, while one gene was significantly upregulated by miR-124-5p treatment (Fig. 5a, b). 

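No gene passed the threshold as upregulated after 6 h exposure to miR-92a-1-5p or miR-124-5p in the fit without a covariate. With the experiment batch as a covariate, 14 genes were upregulated by miR-92a-1-5p, among them Cybb and Il1b, which Fig. 5a names. Cybb had a log2 fold change of 0.71 with the covariate (standard error 0.112) and 0.70 without it (standard error 0.345). For Il1b, these were 1.44 (standard error 0.296) and 1.41 (standard error 0.308), at 0.406 ± 0.165 CPM (SD, n = 4) in untreated neurons and 1.09 ± 0.112 CPM (SD, n = 4) after miR-92a-1-5p exposure. DESeq2 with the covariate called 8 genes as upregulated by miR-92a-1-5p and 1 by miR-124-5p. The latter was the long non-coding RNA Kcnq1ot1, singled out after its values were seen, with a log2 fold change of 1.08 (standard error 0.225, adjusted p = 0.0307 from DESeq2's Wald test with Benjamini-Hochberg adjustment).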

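In the libraries labelled Mut.oligo, 0 genes were upregulated and 0 downregulated after 6 h, with a smallest adjusted p of 0.244 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of genes at an unadjusted p under 0.05 was 1780, and 1589 with the experiment batch as a covariate, against 2505 for miR-92a-1-5p and 1086 for miR-124-5p with that covariate. Taking the experiment batch as a covariate, 4 genes were downregulated, namely Nr4a1, Npas4, Acan, and Cacng5. Nr4a1 fell by 0.72 on the log2 scale (standard error 0.0744) in that fit and by 0.45 (standard error 0.335) without the covariate, where its spread between replicates was 7.33 CPM (SD, n = 4) around a mean of 20.0 CPM in untreated neurons. DESeq2 with the covariate called 8 genes as downregulated. With DESeq2 and no covariate, 5 genes were upregulated and 5 downregulated.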

After 6 h, no genes were deregulated by Mut.oligo (Fig. 5a). 

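In neurons exposed to miR-92a-1-5p for 6 h, the log2 fold change was -0.76 for Fos, -0.66 for Adcyap1, -0.56 for Vgf, -0.53 for Cacng5, -0.52 for Hdac9, and -0.52 for Rgs4. The log2 fold changes of these 6 genes in the libraries labelled miR-124-5p ranged from -0.43 for Cacng5 to -0.16 for Rgs4. All 6 genes were lower after miR-92a-1-5p than in the untreated library of the same batch in 4 of 4 batches, and lower after miR-124-5p in 2 of 2 batches. Fos (ENSMUSG00000021250) lies on chromosome 12 of GRCm38 from 85473890 to 85477273, and its CPM was 11.2 ± 5.96 in untreated neurons, 6.56 ± 2.35 after miR-92a-1-5p, and 9.42 ± 6.04 after miR-124-5p exposure (SD, n = 4 each). Its standard error of 0.451 for miR-92a-1-5p fell to 0.115 with the experiment batch as a covariate. Cacng5 (ENSMUSG00000040373, chromosome 11 from 107874605 to 107915055) encodes a regulatory subunit of calcium channels and AMPA receptors, with 15.0 ± 2.83 CPM in untreated neurons and 10.3 ± 2.77 CPM after miR-92a-1-5p exposure (SD, n = 4 each). For miR-92a-1-5p, all 6 genes passed the threshold with the covariate, and the adjusted p of Cacng5 was 0.00341 in that fit, with a range from 1.26e-05 to 1.00 over the alternatives that keep all 4 groups in the fit (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or DESeq2's Wald test). None of the 6 passed it for miR-124-5p, where the adjusted p of Cacng5 was 0.798 with the covariate (edgeR, Benjamini-Hochberg). When single replicates were left out, the log2 fold change of Fos after miR-124-5p exposure ranged from -0.76 to 0.13. In 1 of the 4 libraries labelled miR-124-5p, Rgs4 was far above the others.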

Six genes were downregulated by both miR-92a-1-5p and miR-124-5p treatment (Fig. 5b, Additional file 1: Table S3). As both miR-92a-1-5p and miR-124-5p activate mTLR7 and induce neuronal apoptosis (see Figs. 1 and 3), we compared the genes deregulated in cortical neurons by exposure to miR-92a-1-5p and miR-124-5p with genes previously described as deregulated after TLR7 activation [51]. Similarly to the TLR7 agonist CL075 [51], miR-92a-1-5p treatment upregulated *Il1a*,* Cxcl2*,* Ccl3*,* Ccl9*, and *Tnf* expression (Fig. 5a), while miR-124-5p downregulated *Grm2* expression (Fig. 5a). 

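Il1a (ENSMUSG00000027399) lies on the reverse strand of chromosome 2 of GRCm38 from 129299610 to 129309972. Its expression after 6 h was 0.359 ± 0.193 CPM (SD, n = 4) in untreated neurons, from 5 to 18 reads per library, and 1.07 ± 0.418 CPM (SD, n = 4) after miR-92a-1-5p exposure, from 25 to 70 reads per library. The log2 fold change was 1.56 (standard error 0.377, adjusted p = 0.683 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the experiment batch as a covariate, it was 1.59 (standard error 0.274, adjusted p = 0.0111 from edgeR's test, Benjamini-Hochberg), and the adjusted p ranged from 0.0111 to 1.00 over the alternatives that keep all 4 groups in the fit. Ccl3 (chromosome 11 from 83647844 to 83649355) rose from 4.88 ± 1.52 to 9.81 ± 1.65 CPM (SD, n = 4 each), a log2 fold change of 1.00 (standard error 0.278). Tnf (chromosome 17 from 35199381 to 35202007) rose from 2.32 ± 0.880 to 4.58 ± 0.991 CPM (SD, n = 4 each), a log2 fold change of 0.97 (standard error 0.317). Cxcl2 and Ccl9 had log2 fold changes of 1.26 (standard error 0.333) and 0.66 (standard error 0.253). All 5 genes were higher after miR-92a-1-5p in 4 of 4 batches, by 1.18 to 1.90 on the log2 scale for Il1a, 0.74 to 1.37 for Ccl3, 0.76 to 1.63 for Tnf, 0.87 to 1.62 for Cxcl2, and 0.59 to 0.78 for Ccl9. With the covariate, the adjusted p was 0.00984 for Ccl3, 0.0154 for Tnf, 0.00536 for Ccl9, and 0.0503 for Cxcl2, so that Cxcl2 stayed above 0.05 (edgeR, Benjamini-Hochberg). Every miR-92a-1-5p library was above every untreated library for Il1a, Cxcl2, Ccl3, and Tnf, but not for Ccl9. Chance alone separates 2.86% of groupings of 4 against 4 libraries in this way. Adjusted over the 11 genes that the paper's text and Table S3 name for miR-92a-1-5p at 6 h, without those named only in figures, 9 had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). These genes were chosen by the paper from the same data.

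Grm2 (ENSMUSG00000023192, chromosome 9 from 106643095 to 106656082) encodes the metabotropic glutamate receptor 2. Its expression was 46.7 ± 7.69 CPM (SD, n = 4) in untreated neurons and 40.2 ± 7.35 CPM (SD, n = 4) in the libraries labelled miR-124-5p, a log2 fold change of -0.22 (standard error 0.159) that lies within the spread between replicates. It was -0.08 with the experiment batch as a covariate (standard error 0.0992, adjusted p = 0.949 from edgeR's test, Benjamini-Hochberg). Within the 2 batches shared with untreated, the difference was -0.23 and -0.21. Grm2 had a log2 fold change of -0.65 in the libraries labelled Mut.oligo (standard error 0.161) and after miR-92a-1-5p exposure one of -0.49 (standard error 0.158).

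**Figure D1:**
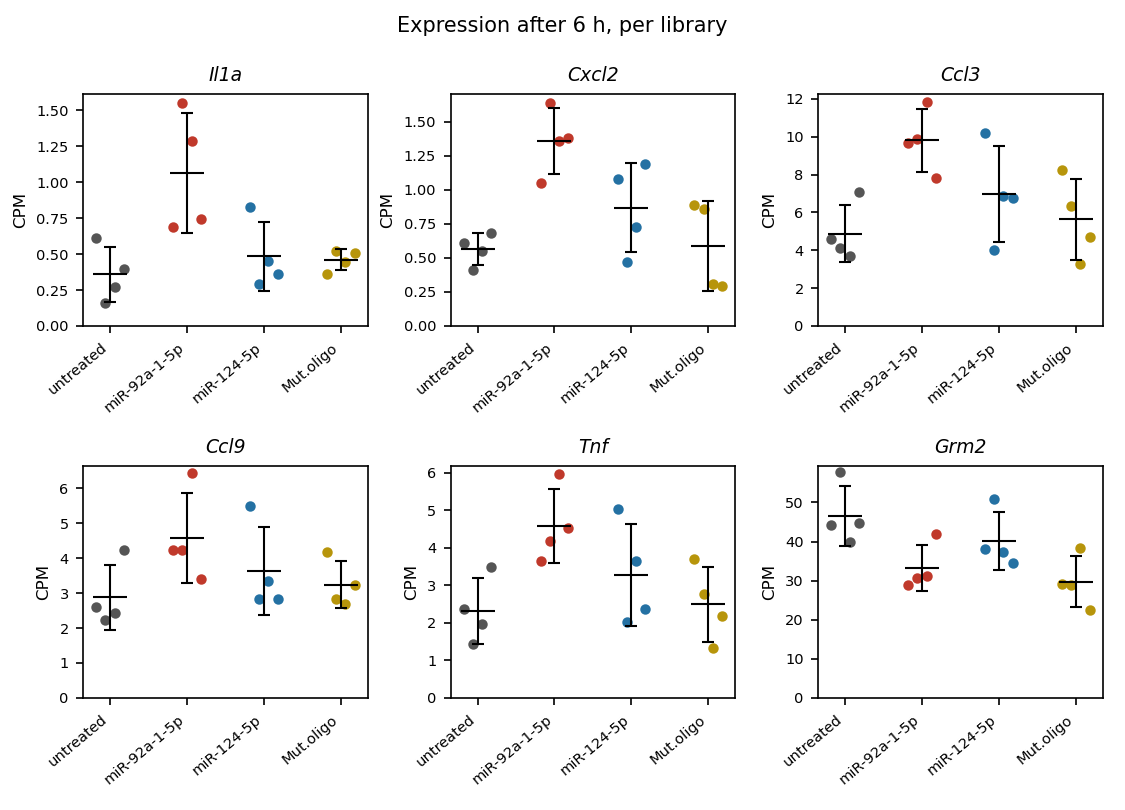
Expression of Il1a, Cxcl2, Ccl3, Ccl9, Tnf, and Grm2 in CPM (vertical axes, starting at 0) by condition after 6 h. Each point is a library, and bars show the mean and SD of 4 libraries. Il1a, Cxcl2, Ccl3, and Tnf are higher in all 4 miR-92a-1-5p libraries than in any untreated library.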

We then analyzed all 51 genes deregulated in response to miR-124-5p and miR-92a-1-5p for concordant and discordant expression by performing a disco analysis across all 3 oligoribonucleotide treatments. The disco score is considered proportional to the log-fold change and *P*-value of the gene expression changes in two experimental conditions and exhibits a negative value if the expression changes are in opposite directions [52]. All deregulated genes were concordantly modulated (i.e. disco score > 0). 

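Since fewer than 10 genes passed the threshold at 6 h, the direction was compared over the 100 genes with the smallest p in any of the 3 comparisons to untreated. Of these, 99% had log2 fold changes of one sign in all 3 comparisons. With 40 genes deregulated when the experiment batch was a covariate, 92.5% of them changed in one direction. Over all 18755 genes tested, the share was 58.3%. The 3 comparisons use the same untreated libraries, so that a deviation in these enters all of them.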

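Across the 100 genes, which are not independent replicates, the squared Pearson correlation of the log2 fold changes was 0.834 for miR-92a-1-5p and Mut.oligo, 0.863 for miR-124-5p and Mut.oligo, and 0.889 for miR-92a-1-5p and miR-124-5p. Over all genes tested, it was 0.397, 0.338, and 0.416. When the 4 untreated libraries were divided between the 2 treatments of each comparison, so that no untreated library entered both fold changes, the values for the 100 genes were 0.662, 0.687, and 0.670, and those over all genes tested 0.0224, 0.0223, and 0.0112. The 100 genes were chosen from fits in which the comparisons share the untreated libraries. DESeq2 without a covariate gave 0.976, 0.953, and 0.971 over its 10 deregulated genes, and the experiment batch as a covariate gave 0.586, 0.653, and 0.770 over 40 genes.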

There was a high correlation of expression fold changes for the comparisons miR-92a-1-5p vs. Mut.oligo (*R*^*2*^ > 0.92; Additional file 1: Fig. S2a), miR-124-5p vs. Mut.oligo (*R*^*2*^ > 0.93; Additional file 1: Fig. S2b), and miR-92a-1-5p vs. miR-124-5p (*R*^*2*^ > 0.84; Additional file 1: Fig. S2c), indicating that exposure of neurons to these miRNAs for 6 h triggers a common pattern of gene expression changes.

Transcriptome analysis of cortical neurons exposed to miR-92a-1-5p, miR-124-5p, or Mut.oligo for 5 d revealed 115, 19, and 16 genes as being downregulated, respectively (Fig. 5c, d). 

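After 5 d, 1 gene was downregulated by miR-92a-1-5p, and 0 genes each in the libraries labelled miR-124-5p and Mut.oligo. The gene was Ccnd1 (ENSMUSG00000070348, chromosome 7 of GRCm38 from 144929931 to 144939925), which encodes cyclin D1. It had 38.6 ± 1.05 CPM (SD, n = 4) in untreated neurons and 24.6 ± 3.95 CPM (SD, n = 4) after miR-92a-1-5p exposure, a log2 fold change of -0.65 (standard error 0.0939, adjusted p = 0.0483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives that keep all 4 groups in the fit, its adjusted p ranged from 2.34e-10 to 0.202. In a fit of untreated and miR-92a-1-5p libraries alone, 0 genes passed and the smallest adjusted p of any gene was 0.515 (edgeR, Benjamini-Hochberg). Within the 2 batches shared with untreated, the log2 difference was -0.70 and -0.60. The log2 fold change of Ccnd1 in the libraries labelled miR-124-5p and Mut.oligo was -0.43 (standard error 0.0934) and -0.56 (standard error 0.0935). At an unadjusted p under 0.05, 702 genes changed after miR-92a-1-5p, 503 in the libraries labelled miR-124-5p, and 539 in those labelled Mut.oligo.

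The alternative that moved these counts most was DESeq2 with the experiment batch as a covariate, with 115, 16, and 17 downregulated genes, respectively. In edgeR, the same covariate gave 67, 5, and 9. When single replicates were left out without a covariate, the number of genes downregulated by miR-92a-1-5p ranged from 0 to 27.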

Only a few upregulated genes were detected (3 genes after miR-92a-1-5p and one gene after Mut.oligo exposure; Fig. 5c, d). 

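At 5 d, 0 genes passed the threshold as upregulated for any of the oligoribonucleotides in the fit without a covariate. With the experiment batch as a covariate, 1 gene was upregulated by miR-92a-1-5p. With DESeq2 and the covariate, 3 genes were upregulated by miR-92a-1-5p, 1 in the libraries labelled miR-124-5p, and 0 in those labelled Mut.oligo.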

We then wondered whether miR-92a-1-5p, miR-124-5p, or Mut.oligo regulate any genes in common. One gene was upregulated by both miR-92a-1-5p and Mut.oligo (Fig. 5d, Additional file 1: Table S3). In contrast, 9 genes were downregulated by all 3 oligoribonucleotide treatments, another 9 genes were downregulated by miR-92a-1-5p and miR-124-5p, and 7 genes were downregulated by miR-92a-1-5p and Mut.oligo (Fig. 5d, Additional file 1: Table S3). 

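The gene listed in Table S3 is Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38 from 104435118 to 104441050), which encodes osteopontin and shares exon sequence on its strand with the annotated gene Gm42793. Its expression at 5 d was 5.82 ± 3.24 CPM in untreated neurons, 10.1 ± 4.88 CPM after miR-92a-1-5p exposure, 10.9 ± 5.59 CPM in the libraries labelled miR-124-5p, and 9.12 ± 3.63 CPM in those labelled Mut.oligo (SD, n = 4 each). The log2 fold changes were 0.80 (standard error 0.499), 0.90 (standard error 0.498), and 0.64 (standard error 0.497), within the spread between replicates. For miR-92a-1-5p, edgeR with the experiment batch as a covariate gave 0.58 (standard error 0.114, adjusted p = 0.0467, Benjamini-Hochberg), which passed the threshold. In 1 of the 4 miR-92a-1-5p libraries, Spp1 was far below the others. Within shared batches, Spp1 was higher after miR-92a-1-5p in 2 of 2 batches, by 0.31 and 0.88 on the log2 scale, and in the libraries labelled Mut.oligo in 3 of 3, by 0.20 to 0.54. With DESeq2 and the experiment batch as a covariate, its adjusted p (Benjamini-Hochberg) was 0.00187 for miR-92a-1-5p, 0.000498 for the libraries labelled miR-124-5p, and 0.722 for those labelled Mut.oligo.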

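No gene was downregulated by all 3 oligoribonucleotides at the threshold without a covariate. With the experiment batch as a covariate, 4 genes were, namely Kdr, Pdgfra, Pclaf, and Tagln, and with DESeq2 and the covariate there were 8. Kdr (ENSMUSG00000062960, chromosome 5 of GRCm38 from 75932827 to 75978458) encodes a receptor of vascular endothelial growth factor. Its expression was 5.83 ± 2.00 CPM in untreated neurons, 2.44 ± 0.465 CPM after miR-92a-1-5p, 3.31 ± 0.471 CPM in the libraries labelled miR-124-5p, and 2.32 ± 0.631 CPM in those labelled Mut.oligo (SD, n = 4 each). The log2 fold changes were -1.26 (standard error 0.230), -0.81 (standard error 0.225), and -1.33 (standard error 0.229). Pdgfra, a receptor of platelet-derived growth factor whose exons overlap Mir7025 on the same strand, had log2 fold changes of -1.22, -1.33, and -1.60, with standard errors from 0.414 to 0.418. In 1 of the 4 miR-92a-1-5p libraries, Pdgfra was far above the others. Top2a, whose exons overlap Gm23451 on the same strand, had log2 fold changes of -0.89, -0.58, and -0.58, with standard errors from 0.207 to 0.210. With the experiment batch as a covariate, the log2 fold changes of Kdr were -1.46, -1.01, and -1.37, in the same order. Those of Pdgfra were then -1.58, -1.53, and -1.47, and those of Top2a -0.93, -0.57, and -0.50.

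Of the genes that the paper lists as deregulated at 5 d, 27 of 27 for miR-92a-1-5p, 18 of 18 for miR-124-5p, and 17 of 17 for Mut.oligo changed in the listed direction in the libraries of that name. The 4 treated libraries lay apart from the 4 untreated ones for 17, 9, and 14 of them. These genes were chosen by the paper from the same data, so that neither result is an independent test. Most genes with a small p changed in one direction after every oligoribonucleotide, so that the direction does not tell the names of the libraries apart.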

Our disco analysis herein revealed that most of the deregulated genes (97.5%) were concordantly modulated by all 3 oligoribonucleotide treatments. 

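Over the 100 genes with the smallest p in any of the 3 comparisons at 5 d, 99% had log2 fold changes of one sign in all 3. With DESeq2 and the experiment batch as a covariate, 97.5% of the deregulated genes changed in one direction. Over all 19333 genes tested, the share was 50.4%.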

There was a high positive correlation between the expression fold changes: miR-92a-1-5p vs. Mut.oligo (*R*^*2*^ > 0.83; Additional file 1: Fig. S2d), miR-124-5p vs. Mut.oligo (*R*^*2*^ > 0.86; Additional file 1: Fig. S2e), and miR-92a-1-5p vs. miR-124-5p (*R*^*2*^ > 0.77; Additional file 1: Fig. S2f). Thus, 5 d exposure of neurons to the oligoribonucleotides modulated gene expression in a similar fashion.

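Across the 100 genes at 5 d, the squared Pearson correlation of the log2 fold changes was 0.537 for miR-92a-1-5p and Mut.oligo, 0.803 for miR-124-5p and Mut.oligo, and 0.381 for miR-92a-1-5p and miR-124-5p. The last of these was 0.810 over the 100 genes with the smallest p among those with at least 10 counts in every library. With the experiment batch as a covariate it was 0.805, over the 68 genes deregulated in that fit and not over 100. Over all genes tested, the values were 0.213, 0.214, and 0.205. With the untreated libraries divided between the treatments compared, they were 0.421, 0.647, and 0.312 over the 100 genes, which were chosen from fits that share these libraries, and 0.0116, 0.0106, and 0.00964 over all genes tested. Compared directly, 0 genes differed between miR-92a-1-5p and the libraries labelled Mut.oligo, between miR-92a-1-5p and those labelled miR-124-5p, and between the libraries of the last 2 names, with 383, 442, and 325 genes at an unadjusted p under 0.05. These numbers of differing genes were 2, 2, and 0 with the experiment batch as a covariate, and 13, 10, and 0 with DESeq2 and the covariate. From the share of concordant genes and the correlations in Fig. S2, the paper concludes that the oligoribonucleotides modulated gene expression in a similar fashion.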

Next, we performed gene ontology (GO) enrichment analysis of the deregulated genes using the MsigDB Hallmark and GO Biological Process (GO: BP) gene set collections. 

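A hand-written list of 45 inflammatory genes regulated by NF-κB, 41 of which were tested at 6 h, was compared to all other tested genes. Its mean log2 fold change after 6 h was 0.44 for miR-92a-1-5p, where 38 of 41 genes were higher (adjusted p = 0.500 from limma's camera, Benjamini-Hochberg over 9 tests). Without the genes that the paper names, it was 0.31, with 30 of 33 genes higher (adjusted p = 0.672 from limma's camera, Benjamini-Hochberg). In the libraries labelled miR-124-5p, the mean of the whole list was 0.08, with 25 genes higher, and in those labelled Mut.oligo 0.30, with 29 genes higher (adjusted p = 0.798 and adjusted p = 0.736 from limma's camera, Benjamini-Hochberg). The result that moved most was the last, which was -0.0034 with the experiment batch as a covariate. For miR-92a-1-5p, the covariate left the mean at 0.44 with an adjusted p of 0.0472 (limma's camera, Benjamini-Hochberg), the lowest of a range that reached 0.858 over the alternatives. Within batches, the list was higher after miR-92a-1-5p in 4 of 4 by 0.33 to 0.53, and lower in the libraries labelled Mut.oligo in 2 of 2 by -0.16 and -0.09.

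Across the 16 libraries at 6 h, the mean log2 CPM of this list followed that of 28 microglial marker genes, none of which is on the list, with a Pearson's r of 0.757 (permutation p = 0.00094) and a Spearman's rho of 0.697 (permutation p = 0.00339). Without the 2 libraries farthest from the median of the markers, r was 0.701. With group means subtracted, r was 0.849. Of the 4 relations computed across libraries, the Benjamini-Hochberg adjusted p of the first r was 0.00188. No batch holds the 6 libraries needed to compute the relation within it. Libraries of a batch are not independent, so that a shared deviation of a batch may contribute to the relation. The markers themselves did not rise in the mean after miR-92a-1-5p, with a mean log2 fold change of -0.01 and 16 of 28 higher. Within batches, their mean was higher in 3 of 4, with changes from -0.25 to 0.13.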

From the Hallmark collection, “TNF signaling via NfKB”, “IL6 JAK STAT3 signaling”, and “apoptosis” were among the terms overrepresented among genes deregulated after 6 h miR-92a-1-5p exposure (Fig. 5e). Our analysis did not identify any overrepresented terms after exposure to miR-124-5p for 6 h. From the GO: BP collection, “cell-cell signaling”, “synaptic signaling”, and “regulation of transmembrane transport” were among the 15 terms overrepresented among genes deregulated after exposure to both miR-92a-1-5p and miR-124-5p for 6 h (Additional file 1: Fig. S3a, Additional file 5: Table S4). 

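Cell proliferation was examined at 5 d with the 97 genes of the cell cycle lists that Seurat provides, which mark the S and G2/M phases. Their mean log2 fold change was -0.42 after miR-92a-1-5p exposure, where 5 of 97 genes were higher (adjusted p = 0.0120 from limma's camera with Benjamini-Hochberg adjustment over 9 tests). It was -0.28 in the libraries labelled miR-124-5p, with 12 genes higher, and -0.29 in those labelled Mut.oligo, with 8 genes higher (adjusted p = 0.0251 for both, limma's camera, Benjamini-Hochberg). With the experiment batch as a covariate, all 3 had the same adjusted p of 0.000154, and leaving out single replicates moved it most, up to 0.0620, 0.139, and 0.150 (limma's camera, Benjamini-Hochberg). The mean of the list was lower after miR-92a-1-5p than in untreated neurons of the same batch in 2 of 2 batches, by -0.44 and -0.42. For the libraries labelled miR-124-5p it was lower in 2 of 2, by -0.35 and -0.24, and for those labelled Mut.oligo in 3 of 3, by -0.29 to -0.22. With the covariate, marker lists of oligodendrocyte precursors, of astrocytes and radial glia, and of mural cells and fibroblasts also fell after all 3 treatments. Fewer dividing non-neuronal cells may therefore contribute to the fall of the cell cycle genes.

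**Figure D2:**
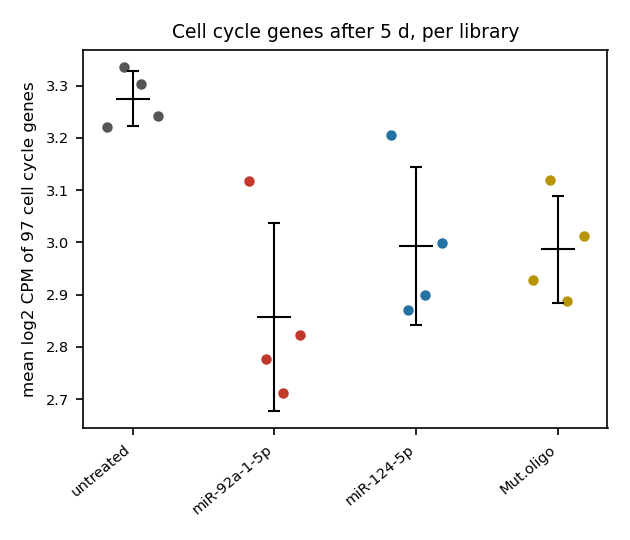
Mean log2 CPM of the 97 cell cycle genes (vertical axis, not starting at 0) by condition after 5 d. Each point is a library, and bars show the mean and SD of 4 libraries. All treated libraries lie below the lowest untreated library at 3.22.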

GO enrichment analysis of the deregulated genes in neurons exposed to the oligoribonucleotides for 5 d revealed that categories in the Hallmark collection related to cell proliferation such as “G2M checkpoint”, “E2F targets”, and “mitotic spindle” were overrepresented among genes deregulated by miR-92a-1-5p, miR-124-5p, and Mut.oligo treatment (Fig. 5f). Similarly, in the GO: BP collection “cell cycle”, “cell division”, and “regulation of cell cycle” were enriched among genes deregulated by miR-92a-1-5p, miR-124-5p, and Mut.oligo exposure for 5 d (Additional file 1: Fig. S3b, Additional file 5: Table S4).

The originally established miRNA function, that is regulation of gene expression by post-transcriptional repression of target mRNAs, is particularly exploited and discussed in the context of RNA interference studies and therapeutic strategies, in which extracellular small interfering RNAs silence the expression of target genes in cells [53]. To assess the role of such miRNA-induced mechanisms in cortical neurons exposed to miR-92a-1-5p and miR-124-5p, we performed gene set enrichment analyses (GSEA) of all deregulated genes from our transcriptomic analysis using defined target genes for miR-92a-1-5p and miR-124-5p from several publicly available datasets, namely miRTarBase (with experimentally validated miRNA targets), the MSigDB microRNA targets gene set collection, and TargetScanMouse. None of the miRNA target gene sets were significantly enriched among the deregulated genes identified above (Table 2), indicating that the effects of the tested, extracellularly delivered miRNAs on cortical neurons are not likely mediated via their known gene targets.

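Target repression by the seed was examined in the 3' UTRs of the annotation, taking as site the sequence that is complementary to positions 2 to 8 of an oligoribonucleotide, which is CCCAACC for miR-92a-1-5p, TGAACAC for miR-124-5p, and CTACCTC for Mut.oligo. Such a site was present in 1750 of the tested genes for miR-92a-1-5p, 1911 for miR-124-5p, and 1794 for Mut.oligo at 6 h, against 13503, 13342, and 13459 tested genes with a 3' UTR but no site. The mean log2 fold change of genes with a site exceeded that of the others by 0.00596 for miR-92a-1-5p, by 0.000655 in the libraries labelled miR-124-5p, and by 0.00985 in those labelled Mut.oligo. When the 8 libraries of a comparison were divided into 2 groups of 4 in all 35 ways, 13, 24, and 9 of these gave a difference at least as strong by limma's camera. At 5 d, the difference was 0.00149 for miR-92a-1-5p, -0.0213 in the libraries labelled miR-124-5p, and 0.000487 in those labelled Mut.oligo, matched by 35, 32, and 32 of 35 divisions. With the experiment batch as a covariate, the differences were 0.00596, -0.00267, and 0.0126 at 6 h, in the same order. At 5 d, they were then 0.0160, 0.0167, and -3.68e-06, so that the fall in the libraries labelled miR-124-5p reversed. Leaving out single replicates moved a difference most, at 5 d in the libraries labelled miR-124-5p, where it was -0.0414 at the lowest and above 0 without 1 of the replicates. The target gene sets that the paper tested were not used here.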

**Table 2:** Enrichment scores (E) and adjusted *P*-values (*Q*-values) of published target gene sets among genes D.regulated in C57BL/6 cortical neurons exposed to miR-124-5p and miR-92a-1-5p (both 10 µg/mL) for 6 h or 5 D

miRNA	Database	Number of genes in the gene set	6 h exposure			5 d exposure		
			Number of deregulated genes in the gene set	E	*Q*-value	Number of deregulated genes in the gene set	E	*Q*-value
miR-92a-1-5p	Misgdb_mir	40	0	0	1	0	0	1
	Target Scan	3106	0	0	1	15	0.76	0.91
	miRTarBase	60	0	0	1	1	2.62	0.64
miR-124-5p	Misgdb_mir	103	0	0	1	0	0	1
	Target Scan	3632	0	0	1	6	1.61	0.30
	miRTarBase	52	0	0	1	0	0	1

### Extracellular miR-92a-1-5p and miR-124-5p differently induce expression of inflammatory TLR pathway elements in CNS neurons and microglia

To assess the effect of extracellular miR-124-5p and miR-92a-1-5p, as well as TLR7 activation on the neuronal expression of TLR signaling pathway elements and downstream proinflammatory molecules, murine cortical neurons were incubated with miR-124-5p, miR-92a-1-5p, or loxoribine for 6 h and subsequently, were analyzed by RT-qPCR (Fig. 5g). Whereas exposure to miR-92a-1-5p resulted in increased *Irak4*, *Tnf*,* Il6*, *Il1a*, and *Cxcl2* expression, miR-124-5p treatment led to an increased *Tnf* and *Il1a* expression only. Loxoribine increased neuronal *Il6*, *Il1a*, and *Cxcl2* expression (Fig. 5g). For the experiments outlined above we used highly enriched murine neuron cultures whose substantial contamination with glia is frequently ruled out [4]. To confirm the absence of microglia that would potentially contribute to the observed gene expression changes in neurons exposed to miRNA, and to compare both cell populations regarding their response to miRNAs acting as signaling molecules, both enriched neuronal and microglial cultures were incubated with miR-124-5p or miR-92a-1-5p (Additional file 1: Fig. S4a, b). Loxoribine served as positive control for TLR7 activation, while lipopolysaccharide (LPS) was used as a potent activator of microglia via TLR4 [24] (Additional file 1: Fig. S4a, b). Incubation of microglia with miR-92a-1-5p resulted in downregulation of *Irak4* expression, while this gene was upregulated in miR-92a-1-5p-treated neurons (Fig. 5g). Similarly to neurons, microglia responded to miR-92a-1-5p with increased *Tnf* and *Il6* expression (Additional file 1: Fig. S4a). Exposure of microglia to miR-124-5p led to increased *Irf7*, *Tnf*, and *Il6* expression (Additional file 1: Fig. S4a), while neurons responded with an increase in *Tnf* and *Il1a* expression only (Fig. 5g), confirming our RNAseq data (see Fig. 5a). Loxoribine induced an increase in *Rela*, *Tnf*, and *Il6* expression in microglia (Additional file 1: Fig. S4a), while in neurons, *Il6*, *Il1a*, and *Cxcl* expression was increased (Fig. 5g). While LPS induced increased *Irf7*, *Tnf*, and *Il6* expression in microglia, expression of these genes was decreased in neurons. *Rela* expression in microglia and neurons was not affected by LPS (Additional file 1: Fig. S4b). Overall, these data indicate that the observed gene expression changes in neurons exposed to miR-124-5p and miR-92a-1-5p are not attributable to the presence of microglia.

### Extracellular miR-9-5p and miR-501-3p induce changes in structure and viability of human neurons in a sequence-dependent fashion through TLR7 and TLR8

To investigate the response of human CNS neurons to extracellular miRNAs dysregulated in AD, we employed miR-9-5p and miR-501-3p, which preferentially activate hTLR7/8 (see Fig. 1). Both miRNAs are expressed in the human brain and are deregulated in AD [41–43, 54]. For our studies in human, we used cultures of induced pluripotent stem cell (iPSC)-derived human neurons (termed as iNeurons thereafter), using a protocol, which produces predominantly excitatory cortical neurons [22, 55]. First, we tested whether TLR7 and TLR8 are expressed in iNeurons. Both TLR7 and TLR8 protein was readily detectable in the endosomes of iNeurons (Fig. 6a, b). Also, cerebral organoids derived from iNeurons expressed TLR7 and TLR8 protein (Additional file 1: Fig. S5). Next, iNeurons were incubated with miR-9-5p, miR-501-3p, and Mut.oligo for 4 d. Loxoribine and TL8-506 were used as positive controls for TLR7 and TLR8 activation, respectively (Fig. 6c). Fluorescence microscopy analysis revealed an increase in the dendritic length of miR-501-3p- and TL8-506-treated iNeurons. In contrast, dendrite length was reduced by loxoribine. Neither miR-9-5p nor Mut.oligo affected dendritic length (Fig. 6c, d). Axonal length of iNeurons was reduced by miR-9-5p and TL8-506 treatment but was increased by loxoribine (Fig. 6c, e). Neither miR-501-3p nor Mut.oligo induced such effects (Fig. 6c, e). miR-9-5p, Mut.oligo, and TL8-506 treatment reduced the dendritic degeneration index of iNeurons, while no such effect was seen in cells exposed to miR-501-3p or loxoribine (Additional file 1: Fig. S6a). Both miR-9-5p and TL8-506 increased the axonal degeneration index of iNeurons, while loxoribine decreased it (Additional file 1: Fig. S6b), suggesting that the reduction in axonal length induced by miR-9-5p and TL8-506 was due to injury. Also, our data indicate that the modulation of dendrites and axons of iNeurons depends not only on the miRNA’s sequence but also on the involved RNA-sensing receptors.

To further analyze the role of TLR7 and TLR8 in the miRNA-induced changes of neurite structure, we used the TLR8-specific antagonist CU-CPT9a and the dual TLR7/8 antagonist ODN2087. Pre-incubation of iNeurons with CU-CPT9a and ODN2087 abolished the effect of TL8-506 on dendritic length (Fig. 6d). However, ODN2087 treatment did not alter the effect of miR-501-3p or loxoribine on dendrites (Fig. 6d). CU-CPT9a enhanced the miR-501-3p-induced effect on dendrites and conversely, abolished the effect of loxoribine (Fig. 6d). Both CU-CPT9a and ODN2087 abolished the effect of miR-9-5p on axonal length (Fig. 6e). Unexpectedly, ODN2087 potentiated the respective effects of TL8-506 and loxoribine on axons (Fig. 6e). Likewise, CU-CPT9a enhanced the response to TL8-506 (Fig. 6e). Thus, extracellular miR-501-3p and miR-9-5p modulate dendrites and axons of iNeurons, respectively, through TLR7 and TLR8, and the receptors seem to interact herein.

To determine the effects of extracellular miRNA on human synapses, iNeurons were incubated with miR-9-5p, miR-501-3p, or Mut.oligo for 4 d, after which synapses were immunolabeled with antibodies against synapsin, a general marker for synapses, and VGLUT1, a specific marker for excitatory synapses (Fig. 6f). Fluorescence microscopy showed that miR-9-5p, miR-501-3p, and Mut.oligo, increased synapsin expression in iNeurons to a similar extent as loxoribine, while TL8-506 reduced synapsin expression (Fig. 6f, g). In contrast to the TLR agonists, neither the tested miRNAs nor Mut.oligo affected VGLUT1 expression (Fig. 6h).

**Fig. 6:**
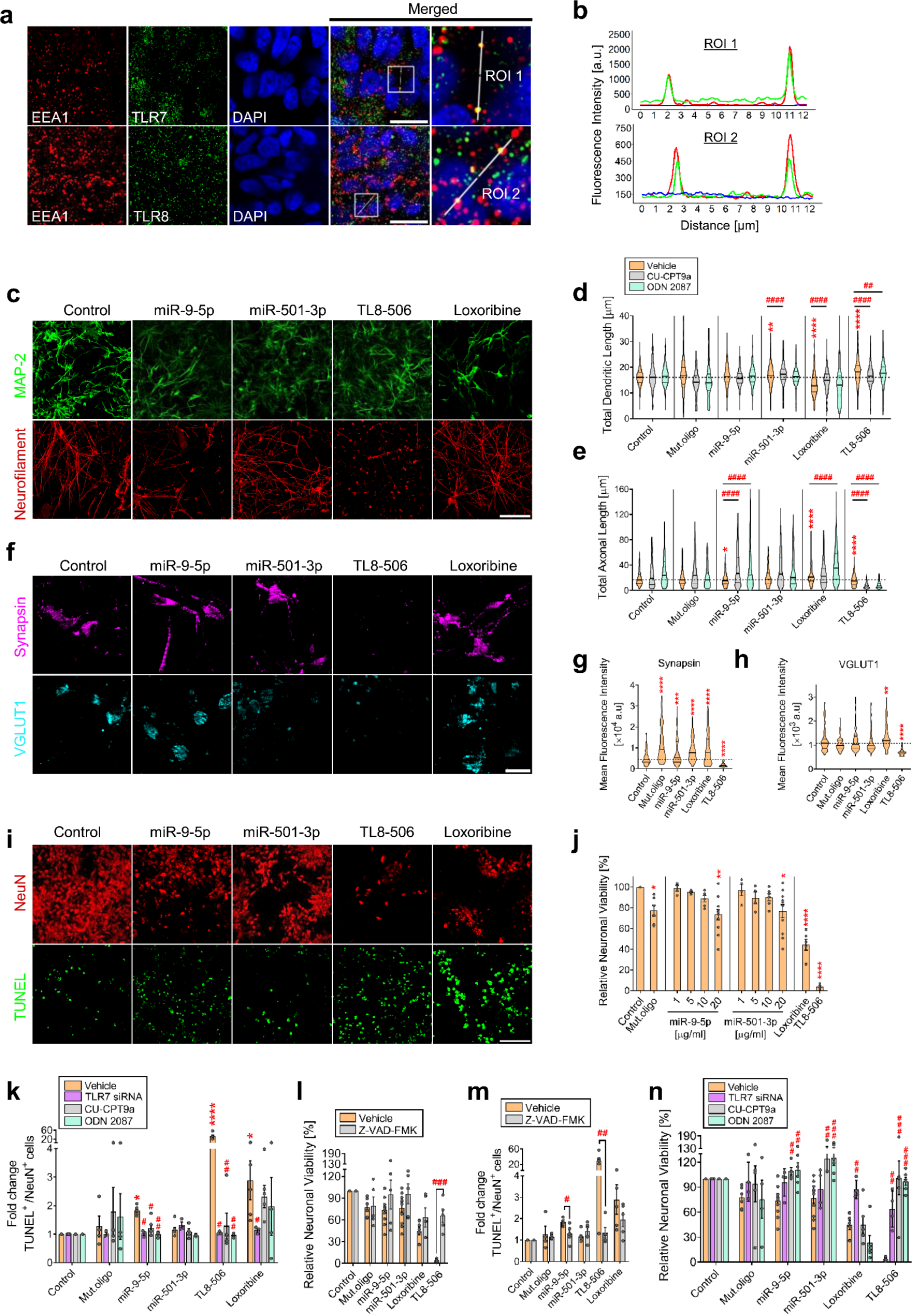
Human neurons exposed to miR-9-5p and miR-501-3p reveal alterations of dendrites, axons, synapse protein expression, and cell viability dependent on sequence and TLR7/8. (**a**) Representative images of iPSC-derived human cortical neurons (iNeurons) marked with DAPI and EEA1 and TLR7 or TLR8 antibodies. White lines indicate regions of interest (ROI). Scale bar, 20 μm. (**b**) Line profiles showing fluorescence intensities along the marked ROIs in iNeurons. (**c**) iNeurons were incubated with 20 µg/mL miR-9-5p or miR-501-3p, loxoribine (1 mM), or TL8-506 (10 µg/mL). After 4 d, cells were immunolabelled with MAP-2 and Neurofilament antibodies. Scale bar, 100 μm. Quantification of (**d**) dendritic length and (**e**) axonal length of iNeurons treated as described above, in the presence of CU-CPT9a (50 µM,) or ODN2087 (10 µM). Violin plot: solid line indicates median, horizontal dotted line indicates the median of the vehicle control group (*n* = 3–6). (**f**) iNeurons treated as described above were immunolabelled with Synapsin and VGLUT1 antibodies. Scale bar, 20 μm. Quantification of (**g**) Synapsin and (**h**) VGLUT1 expression in iNeurons described in (**c**). Violin plot: solid line indicates median (*n* = 3). (**i**) iNeurons treated as described in (**c**) were immunolabelled with NeuN antibody and stained with TUNEL assay. Scale bar, 100 μm. (**j**) Quantification of viability of iNeurons treated as described above. Bars represent mean ± SEM (*n* = 4–7). (**k**) Quantification of TUNEL-positive iNeurons treated as described above in the presence of CU-CPT9a (50 µM), ODN2087 (10 µM), or TLR7 siRNA (0.25 µM). Bars represent mean ± SEM (*n* = 4–7). Quantification of (l) iNeuron viability and (**m**) apoptotic iNeurons treated as described above in the presence of Z-VAD-FMK (100 µM). Bars represent mean ± SEM (*n* = 4–7). (**n**) Quantification of iNeuron viability after exposure to miRNAs for 4 d as described in (**c**) in the presence of CU-CPT9a, ODN2087, or TLR7 siRNA. Bars represent mean ± SEM (*n* = 4–7). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, compared to respective control, Kruskal-Wallis test with Dunn’s post-hoc analysis. ^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001, compared to corresponding vehicle group, Mann-Whitney test

To test whether the viability of human CNS neurons is affected by extracellular miRNA, iNeurons were exposed to various concentrations of miR-9-5p and miR-501-3p, as well as Mut.oligo. We observed a dose-dependent decrease in neuronal viability in response to miR-9-5p and miR-501-3p (Fig. 6i, j). At the highest concentration applied (20 µg/mL) Mut.oligo also reduced neuronal viability. Oligoribonucleotide-induced neurotoxicity was less pronounced compared to the one induced by loxoribine and TL8-506 (Fig. 6i, j). miR-9-5p and, although not reaching statistical significance, miR-501-3p and Mut.oligo exposure increased apoptosis in iNeuron cultures (Fig. 6k). Preincubation with the broad-spectrum caspase inhibitor Z-VAD-FMK completely protected iNeurons against miR-501-3p- and miR-9-5p-induced cell death, restored neuronal viability, and to some extent also protected iNeurons against loxoribine- and TL8-506-induced neurotoxicity (Fig. 6l). Caspase inhibition had no influence on Mut.oligo-induced neuronal injury (Fig. 6l). Also, caspase inhibition reduced numbers of TUNEL-positive cells exposed to miR-9-5p and TL8-506 (Fig. 6m). In contrast, numbers of apoptotic iNeurons exposed to miR-501-3p and Mut.oligo were not affected by caspase inhibition (Fig. 6m).

To determine the role of TLR7 and/or TLR8 in miRNA-induced neuronal cell death, we again employed CU-CPT9a and ODN2087. Also, we knocked down TLR7 in iNeurons using TLR7 short interfering RNA (siRNA). Pre-incubation with the TLR7/8 antagonists or knock down of TLR7 completely protected iNeurons from miR-9-5p- and miR-501-3p-induced neurotoxicity (Fig. 6n). While loxoribine-induced neurotoxicity was not affected by CU-CPT9a, TLR7 knockdown abolished loxoribine-induced neurotoxicity, and surprisingly, also TL8-506-induced neurotoxicity, but did not affect the neurotoxic effects of miR-9-5p, miR-501-3p, and Mut.oligo (Fig. 6n). Unexpectedly, ODN2087 did not affect loxoribine-induced neurotoxicity, and the reason for this lack of effect remained unclarified. ODN2087, CU-CPT9a, and TLR7 knockdown completely abolished miR-9-5p-induced neuronal TUNEL-positivity (Fig. 6k), indicating an involvement of both TLR7 and TLR8 in the injurious response to miR-9-5p. ODN2087, CU-CPT9a, and TL8-506 abolished TL8-506-induced apoptosis, and TLR7 knockdown, but not CU-CPT9a, protected from loxoribine-induced TUNEL-positivity (Fig. 6k).

Taken together, extracellular miR-9-5p and miR-501-3p modulate human axonal and dendritic length, affect synapse protein expression, and induce neurotoxicity. Also, our data point to an intricate interplay between TLR7 and TLR8 in human neurons modulated by extracellular miRNA. A summary of the effects induced by the extracellularly delivered miRNAs on human iNeurons is given in Additional file 1: Table S5.

## Discussion

Here, we show that the AD-associated miRNAs miR-92a-1-5p, miR-124-5p, miR-9-5p, and miR-501-3p act as extracellularly active signaling molecules in the CNS, thereby modulating structure and viability of cortical neurons. Most of the observed miRNA-induced effects on neurons required TLR7/8 signaling. Indeed, we identified the miRNAs named above as novel agonists of TLR7 and/or TLR8. Aside from miR-501-3p, the above-mentioned miRNAs contain AU-rich and/or GU-rich sequence motifs required for hTLR7/8 activation [56]. However, miR-501-3p lacking such TLR recognition motifs, was capable of hTLR7 activation, suggesting that this miRNA contains yet unknown TLR7-activating sequences. TLR activation by the extracellular miRNAs was dependent on species, as miR-92a-1-5p and miR-124-5p preferentially activated mTLR7, miR-501-3p exclusively activated hTLR7, and miR-9-5p, whose sequence is conserved in both species, elicited a response from hTLR7/8, but not mTLR7/8. Exploring the effects of these miRNAs identified as endogenous TLR7/8 ligands on CNS neurons, we observed that cortical neurons, which express both receptors [4, 57, 58], readily take up extracellular miR-124-5p and miR-92a-1-5p. In contrast to microglia and macrophages, whose response to extracellular miRNA requires complexation with cationic lipids [4, 6, 20], cortical neurons internalized miRNA without transfection. In line with this, the uptake of naked oligoribonucleotides, termed gymnosis [59, 60], primarily by cell lines, but also primary neurons has been reported [61, 62]. Upon neuronal uptake, miR-124-5p and miR-92a-1-5p localized to endosomes, allowing the miRNAs access to the RNA-detecting TLRs located herein. Given that two miRNAs, each comprising different sequences, rapidly entered the neuronal endosomal compartment, this saturable process does not seem to depend on a specific longer RNA sequence. Nonetheless, future studies investigating further miRNAs are needed to determine whether miRNAs contain certain sequence and/or structure motifs that are required for their uptake by neurons. Also, as the dynamin-inhibitor employed in our study impairs fluid-phase endocytosis independent of dynamin [63], further studies may validate the role of dynamin-mediated miRNA endocytosis by CNS neurons and evaluate further mechanisms of their RNA uptake, such as caveolin-dependent endocytosis and micropinocytosis.

In AD, dendritic, axonal, as well as synapse abnormalities contribute to malfunctioning of the brain and may be forerunners to neuronal loss [1, 2]. Based on our previous [4, 20] and current data we suggest a mechanism whereby injured neurons release miRNAs, which - being stably present in the extracellular space - can act as signaling molecules on neighboring neurons, thereby triggering neurodegeneration. miR-92a-1-5p and miR-124-5p, whose expression is downregulated in apoptotic neurons [20, 33], in their extracellular form induced injury of cortical neurons via TLR7 and caspase-3. This is in line with previous studies investigating other miRNAs, such as *let-7b* [4, 20], and point to cell injury as a central effect of miRNAs acting as signaling molecules in the CNS. Yet, the extracellular miRNA-triggered signaling elements, the outcome and its extent of the neuronal response may depend on the specific miRNA sequence. Indeed, intrathecal miR-92a-1-5p and miR-124-5p induced different effects in the mouse cerebral cortex. Whereas miR-92a-1-5p led to reduction in dendritic and axonal length and synaptophysin expression, miR-124-5p increased axonal length, without detectable effects on dendrites or synapses. Also, the extent of neuronal loss differed. In human iNeuron cultures, extracellular miR-501-3p increased the dendrite length without effects on axons, while miR-9-5p induced opposite effects. Yet, both miR-9-5p and miR-501-3p increased human synapsin expression. In line with our findings, other miRNAs such as *let-7c* and miR-21 have been reported to restrict dendritic outgrowth [64]. Of note, the extracellular control mutant oligoribonucleotide also affected neurons in our study, e.g. by inducing synapsin expression and cell death in iNeurons, and by inducing gene expression changes in murine neurons after prolonged exposure. These data suggest that not only miRNAs with a specific sequence, but also small RNA molecules independently of their sequence can serve as signalling molecules inducing different transcriptomic changes and cellular responses.

In our study, most of the miRNA-induced effects on both murine and human neurons required TLR7 and/or TLR8. Accordingly, the dual TLR7/8 agonist resiquimod was reported to inhibit neurite outgrowth [65, 66]. We have demonstrated in previous work that miR-100-5p and miR-298-5p, which directly activate TLR7/8, localize to TLR7 and endosomes in murine microglia [20]. Using microscale thermophoresis we confirmed that such miRNAs bind to human TLR8 [20]. In our current study the tested miRNAs directly activated TLR7/8, localized to endosomes after neuronal uptake, and triggered effects on neurons dependent on TLR7/8 function, indicating that these miRNAs act as ligands for these receptors. We suggest that the different responses of cortical neurons to certain miRNAs, sometimes evolving in opposite direction (e.g. decrease vs. increase in neurite length), may be due to an intricate interplay between the specific sequence of the miRNA involved and the respective TLR. Also, in a pathophysiological setting, the outcome of the exposure of neurons to extracellular miRNA may depend on specific subsets of miRNAs, which, individually or together within a pattern, interact with TLR7/8. The complexity of such interactions, potentially resulting in a finetuned modulation of CNS neuronal structure and viability is underlined by a recent study, in which dendritic outgrowth is regulated by both TLR7 and certain cytokines, such as IL-6 [65]. We found that exposure to miR-92a-1-5p, which decreased neurite length, led to upregulation of *Il6* expression in cortical neurons, whereas miR-124-5p, which failed to affect dendrites, did not. Furthermore, exposure to miR-92a-1-5p resulted in downregulation of neuronal *Tpx2* expression, whose depletion reduced neurite length by interfering with microtubules [67]. However, although our study focuses on miRNAs whose expression is altered in AD, our data cannot provide a direct causal link between the miRNA-induced effects on cortical neurons and pathogenic mechanisms involved in AD. 

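In the RNA-seq data after 5 d, Tpx2 (ENSMUSG00000027469) was counted at 15.0 ± 0.907 CPM in untreated neurons and at 10.5 ± 1.66 CPM after miR-92a-1-5p exposure (SD, n = 4 each). The gene lies on chromosome 2 of GRCm38 from 152847964 to 152895321. Its log2 fold change of -0.52 (standard error 0.115) had an adjusted p of 0.419 without a covariate and of 0.0285 with the experiment batch as a covariate (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within a range from 0.000543 to 1.00 over the alternatives that keep all 4 groups in the fit. All 4 miR-92a-1-5p libraries lay below the 4 untreated ones, and within the 2 shared batches the log2 difference was -0.65 and -0.44. Tpx2 in the libraries labelled miR-124-5p and Mut.oligo had log2 fold changes of -0.32 (standard error 0.114) and -0.35 (standard error 0.114).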

While most of the observed miRNA-induced effects were in accordance with degenerative hallmarks in AD, i.e. decrease in neurite length, enhanced neuronal apoptosis, some effects had reverse character, i.e. increase in axonal length and synaptic protein expression. Also, we observed that one miRNA such as miR-124-5p induces an increase in axonal length, while triggering neuronal cell death at the same time. However, while miR-124-5p-induced neuronal cell death required TLR7, the effect on axonal length was independent of TLR7, indicating that extracellular miR-124-5p modulates neuronal viability and axonal length through different mechanisms. Aside from direct TLR activation miRNAs can serve further unconventional functions, such as regulation of ion channel currents [68, 69]. Thus, miR-124-5p might serve as a ligand not only for TLR7 but also for further, yet unidentified receptors, thereby inducing multiple, different signaling pathways, potentially resulting in complex cellular responses. Considering pathogenesis and progression of neurodegenerative diseases including AD as complex processes, our data indicate that miRNAs acting as signaling molecules can modulate cortical neuronal structure and survival, thereby potentially contributing to the disease.

Although we detected TLR7/8 expression in both human iNeurons and human cortical organoids, re-analysis of published transcriptomics data sets of iNeurons generated by similar protocols [70, 71] failed to show constitutive receptor expression (data not shown). Furthermore, our studies on human neurons demonstrate that inhibition of TLR7 and TLR8 function and expression did not only affect the miRNA-induced effects through the respective receptor, but also the other miRNA-sensing TLR. Also, unexpectedly, exposure of neurons to an established TLR8 antagonist and a dual TLR7/8 antagonist enhanced some of the effects induced by the respective TLR agonists. The reason and underlying mechanisms remain unresolved in our study, but we speculate that these effects may be due to TLR redundancy, which is a well-known, but hitherto little understood principle in immune cells [72], and largely unknown in the CNS. Particularly, TLR7 and TLR8 exhibit high redundancy in human [73]. Furthermore, TLR7 and TLR8 expression in cortical neurons may be tightly regulated under yet undefined pathophysiological/pathological conditions, and the miRNA-sensing receptors may closely interact, thereby modulating neuron structure and viability. Further studies are required to resolve such complex interaction between miRNAs and their sensors in CNS neurons in the context of neurodegeneration.

To analyze the transcriptome of neurons challenged by prolonged miRNA exposure, murine cell cultures were incubated with chemically stabilized miRNAs for several days without medium change. Whether the miRNA was still present or degraded to some extent at the end of the experiment remains elusive. However, miRNA is known to be exceptionally stable to degradation in the extracellular space, withstanding even harsh treatments such as numerous freeze-thaw cycles [17, 18]. Based on this stability, miRNAs are discussed as biomarkers for various human diseases including neurodegenerative disease [74, 75]. Thus, we assume that the miRNAs used in our experiments were stable over long time periods. Whether the observed changes on cultured neurons in response to miRNA treatment were due to an initial effect/insult at earlier time points or continuing effects induced by the respective miRNA, is unclear. Although the model of intrathecal injection has been established over the past years in our laboratory to evaluate the effects of extracellular single-stranded RNA in the CNS in vivo [4, 7, 8, 76, 77], the detection of the intrathecally injected miRNA in certain brain regions and different cell types still poses a particular technical challenge, and we cannot rule out that these difficulties are, at least in part, due to degradation of the miRNA after injection. In line with the concept that miRNAs are extracellularly present and active, cerebrospinal fluid of AD patients contains miRNAs, which are released from apoptotic neurons and are capable of neuronal injury [4, 20]. Neurons secrete miRNAs complexed with proteins, such as Argonaute2 and high-density lipoproteins [78–80], and neuronal exosomes contain miRNA subsets, which are distinct from the cellular miRNA profile [81]. Whether miRNAs can be released in non-complexed form, i.e. naked RNA, remains unresolved. While further studies are necessary to elaborate the molecular details of miRNA release from CNS neurons, the principle of an intercellular crosstalk based on extracellular miRNA is well established in human cancer models [19, 82] and may also contribute to human neurodegenerative disease.

We found that exposure of cortical neurons to AD-associated miRNA altered their transcriptomic profiles, particularly with respect to signaling pathways related to inflammation, proliferation, and apoptosis, underlining the miRNAs’ role in the modulation of CNS neurons. While in immune cells TLR7 signals through MyD88, leading to NF-κB and IRF7 activation [5], in cortical neurons *Myd88*, *Rela*, and *Irf7* expression was not affected by miR-124-5p or miR-92a-1-5p treatment, pointing to the involvement of MyD88-independent pathways. Indeed, neuronal apoptosis induced by ssRNA derived from human endogenous retrovirus K, or the TLR7/8 ligand imiquimod requires SARM1, but not MyD88 [7, 83]. Nonetheless, exposure of neurons to miR-92a-1-5p and miR-124-5p resulted in upregulation of *Tnf* and *Il1a*, previously reported to be upregulated after TLR7 activation [51]. As inflammation is a hallmark of neurodegenerative disorders, the observed cytokine response from both neurons and immune cells induced by extracellular AD-associated miRNA may suggest that miRNAs, not only serving as gene regulators, but also acting as signaling molecules, contribute to human neurodegenerative disease. Our RNAseq data did not consistently reflect the miRNA-induced effects on neurons, e.g. alteration of dendrites and axons, observed in the model of intrathecal injection. Several aspects should be considered here: (i) RNAseq data were derived from in vitro approaches comprising only neurons, while the intrathecal miRNA injection represents an in vivo model, in which multiple cell types, e.g. neurons, glia, and the vascular system likely interact in a complex fashion, (ii) different time points of analysis (miRNA exposure over 5 d in vitro vs. 3 d post injection in vivo), and (iii) different developmental stages (embryonic cells in vitro vs. brains of adult mice). Importantly, none of the usual target genes were deregulated in neurons exposed to miR-92a-1-5p and miR-124-5p. Thus, considering that degradation of target mRNA accounts for 66–90% of the miRNA-mediated gene silencing in mammalian cells [84–86], it seems unlikely that the observed responses of neurons to extracellular miRNA were consequences of the miRNA’s canonical gene silencing. Acting as TLR ligands, miRNAs likely induce signalling cascades differing from the ones resulting from the canonical gene silencing. Also, as extracellular miRNAs were observed to enter neuronal endosomes, in order to exert gene silencing effects, miRNAs would need to associate with the RNA-induced silencing complex to target mRNAs [87], which in turn is only possible if endocytosed miRNAs have crossed the endosomal lipid bilayer barrier to enter the cytoplasm, which is considered a major hurdle [88]. Furthermore, uptaken miRNAs accumulating within neuronal endosomes might be degraded over time by nucleases. Considering the foregoing, extracellular miRNAs uptaken by neurons are not likely to escape the endosomal compartment in sufficient amounts allowing them to carry out their canonical gene silencing function.

## Conclusions

Our results show that neurodegenerative disease-associated miRNAs in extracellular form modulate structure and viability of CNS neurons depending on the miRNA’s sequence. Focusing on AD as a representative neurodegenerative disorder our study highlights the potentially complex role of miRNAs acting as signaling molecules in the CNS and may open avenues towards novel therapeutic strategies in neurodegenerative diseases.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Supplementary Fig. S1. Extracellular miR-92a-1-5p, miR-124-5p, let-7b, and loxoribine induce neuronal loss. Supplementary Fig. S2. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p triggers concordant gene expression. Supplementary Fig. S3. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p modulates transcriptional pathways. Supplementary Fig. S4. Extracellular miR-92a-1-5p and miR-124-5p induce inflammatory cytokine expression in microglia. Supplementary Fig. S5. Human cortical organoids express TLR7 and TLR8. Supplementary Fig. S6. Dendritic and axonal degeneration index of iNeurons exposed to miR-9-5p and miR-501-3p. Supplementary Table S1. Primer sequences for qPCR. Supplementary Table S2. Summary of the effects induced by extracellularly delivered miR-92a-1-5p and miR-124-5p in primary neurons and adult mouse brain. Supplementary Table S3. List of genes deregulated in common after 6h and 5d exposure of C57BL/6 cortical neurons to miR-92a-1-5p, miR-124-5p, or Mut.oligo. Supplementary Table S5. Summary of the effects induced by extracellularly delivered miR-9-5p and miR-501-3p in human iNeurons. Supplementary Table S6. Published datasets that were analyzed in this study.

Additional file 2: Live uptake of extracellular Alexa488-labeled miR-124-5p into neuronal endosomes.

Additional file 3: Live uptake of extracellular Alexa488-labeled miR-92a-1-5p into neuronal endosomes.

Additional file 4: Live cell recording showing extracellular Alexa488 ester does not enter neuronal endosomes.

Additional file 5: Supplementary Table S4. Excel file containing complete data for gene set enrichment analysis of genes deregulated in C57BL/6 cortical neurons after 6 h and 5 d exposure to oligoribonucleotides.

## Data Availability

No datasets were generated or analysed during the current study.

## Abbreviations

AD: Alzheimer’s disease
CNS: central nervous system
DMSO: dimethyl sulfoxide
ELISA: enzyme-linked immunosorbent assay
GO: gene ontology
IL: interleukin
LPS: lipopolysaccharide
miRNA: microRNA
NeuN: neuronal nuclei
NF-κB: nuclear factor ‘kappa-light-chain-enhancer’ of activated B-cells SEAP secreted embryonic alkaline phosphatase
ssRNA: single-stranded RNA
TLR: Toll-like receptor
TNF: tumor necrosis factor
TUNEL: TdT-mediated dUTP-biotin nick end labeling
CSF: cerebrospinal fluid
RT-qPCR: real-time quantitative polymerase chain reaction
iPSC: induced pluripotent stem cell
NSC: neural stem cell
PMA: phorbol-12-myristat-13-acetate

# Supplementary material for: Neurodegenerative disease-associated microRNAs acting as signaling molecules modulate CNS neuron structure and viability
**Source:** Cell Commun Signal. 2025 Apr 24;23:196. doi: 10.1186/s12964-025-02199-8
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Fig. S1. Extracellular miR-92a-1-5p, miR-124-5p, let-7b, and loxoribine induce neuronal loss. Supplementary Fig. S2. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p triggers concordant gene expression. Supplementary Fig. S3. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p modulates transcriptional pathways. Supplementary Fig. S4. Extracellular miR-92a-1-5p and miR-124-5p induce inflammatory cytokine expression in microglia. Supplementary Fig. S5. Human cortical organoids express TLR7 and TLR8. Supplementary Fig. S6. Dendritic and axonal degeneration index of iNeurons exposed to miR-9-5p and miR-501-3p. Supplementary Table S1. Primer sequences for qPCR. Supplementary Table S2. Summary of the effects induced by extracellularly delivered miR-92a-1-5p and miR-124-5p in primary neurons and adult mouse brain. Supplementary Table S3. List of genes deregulated in common after 6h and 5d exposure of C57BL/6 cortical neurons to miR-92a-1-5p, miR-124-5p, or Mut.oligo. Supplementary Table S5. Summary of the effects induced by extracellularly delivered miR-9-5p and miR-501-3p in human iNeurons. Supplementary Table S6. Published datasets that were analyzed in this study.

## Supplementary Figure S1

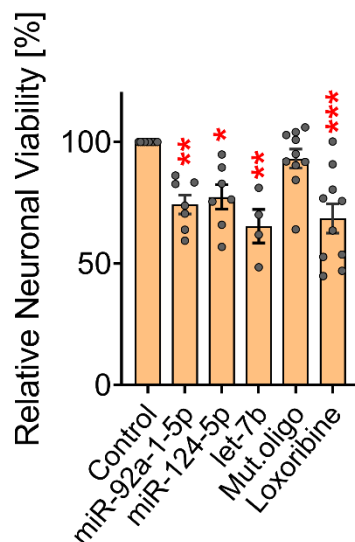

**Supplementary Figure S1. Extracellular miR-92a-1-5p, miR-124-5p, *let-7b*, and loxoribine induce neuronal loss.** C57BL/6 cortical neurons were incubated with 10  $\mu\text{g/mL}$  of indicated miRNAs or loxoribine (1 mM) for 5 d. Mut.oligo (10  $\mu\text{g/mL}$ ) served as sequence specificity control. Subsequently, cells were immunolabeled with NeuN antibody. Quantification of neuronal viability normalized to control group. Bars represent mean  $\pm$  SEM ( $n = 4-9$ ). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , compared to control, Kruskal-Wallis test with Dunn's post-hoc analysis.

**Supplementary Figure S2**

Comparison of transcriptomic changes following acute miRNA exposure

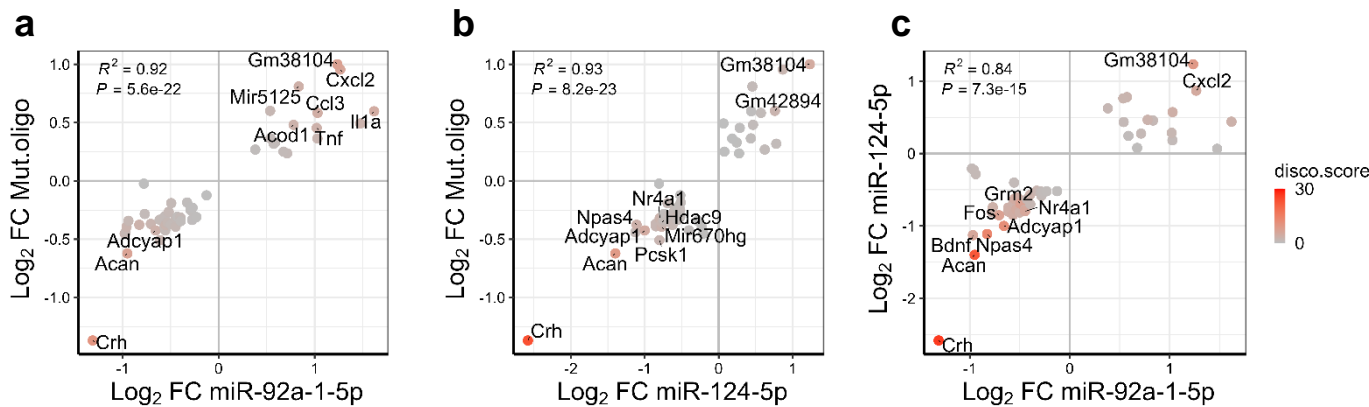

Comparison of transcriptomic changes following prolonged miRNA exposure

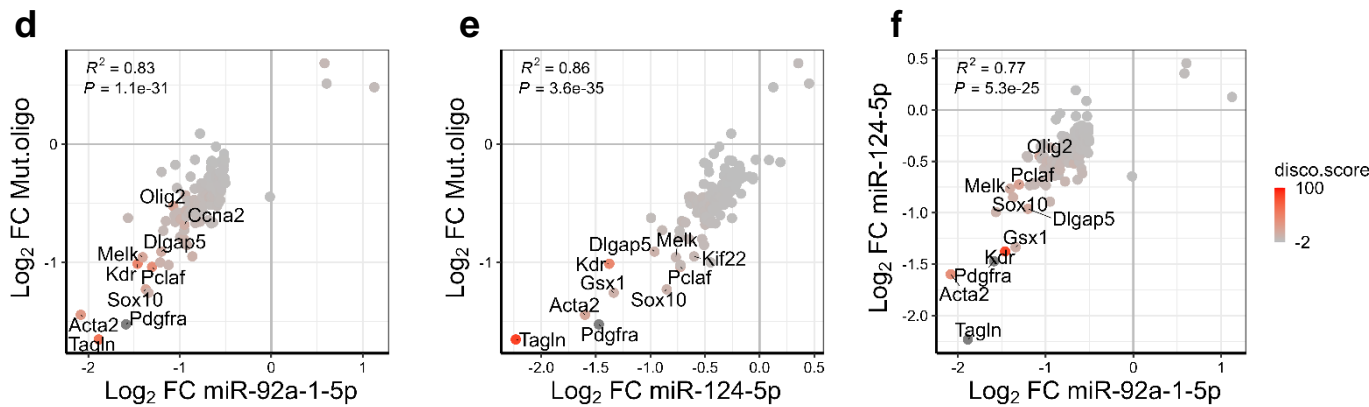

**Supplementary Figure S2. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p triggers concordant gene expression.** Disco plots comparing expression changes of significantly deregulated genes in C57BL/6 cortical neurons after exposure to miR-92a-1-5p, miR-124-5p, or Mut.oligo. Acute exposure (6h): **(a)** Mut.oligo vs miR-92a-1-5p, **(b)** miR-124-5p vs miR-92a-1-5p, **(c)** miR-124-5p vs miR-92a-1-5p. Prolonged exposure (5d): **(d)** Mut.oligo vs miR-92a-1-5p, **(e)** miR-124-5p vs miR-92a-1-5p **(f)** miR-124-5p vs miR-92a-1-5p. The top 10 concordant genes based on disco.score are labeled. The color-coded bar represents the disco.score.

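The disco plots set the fold change of each gene after exposure to an oligoribonucleotide against its fold change after exposure to another one. Genes changed in the same direction by both lie in the upper right or lower left of a plot and have a positive disco score, and genes changed in opposite directions have a negative one. Both fold changes of a gene are taken against the same untreated libraries.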

Supplementary Figure S3

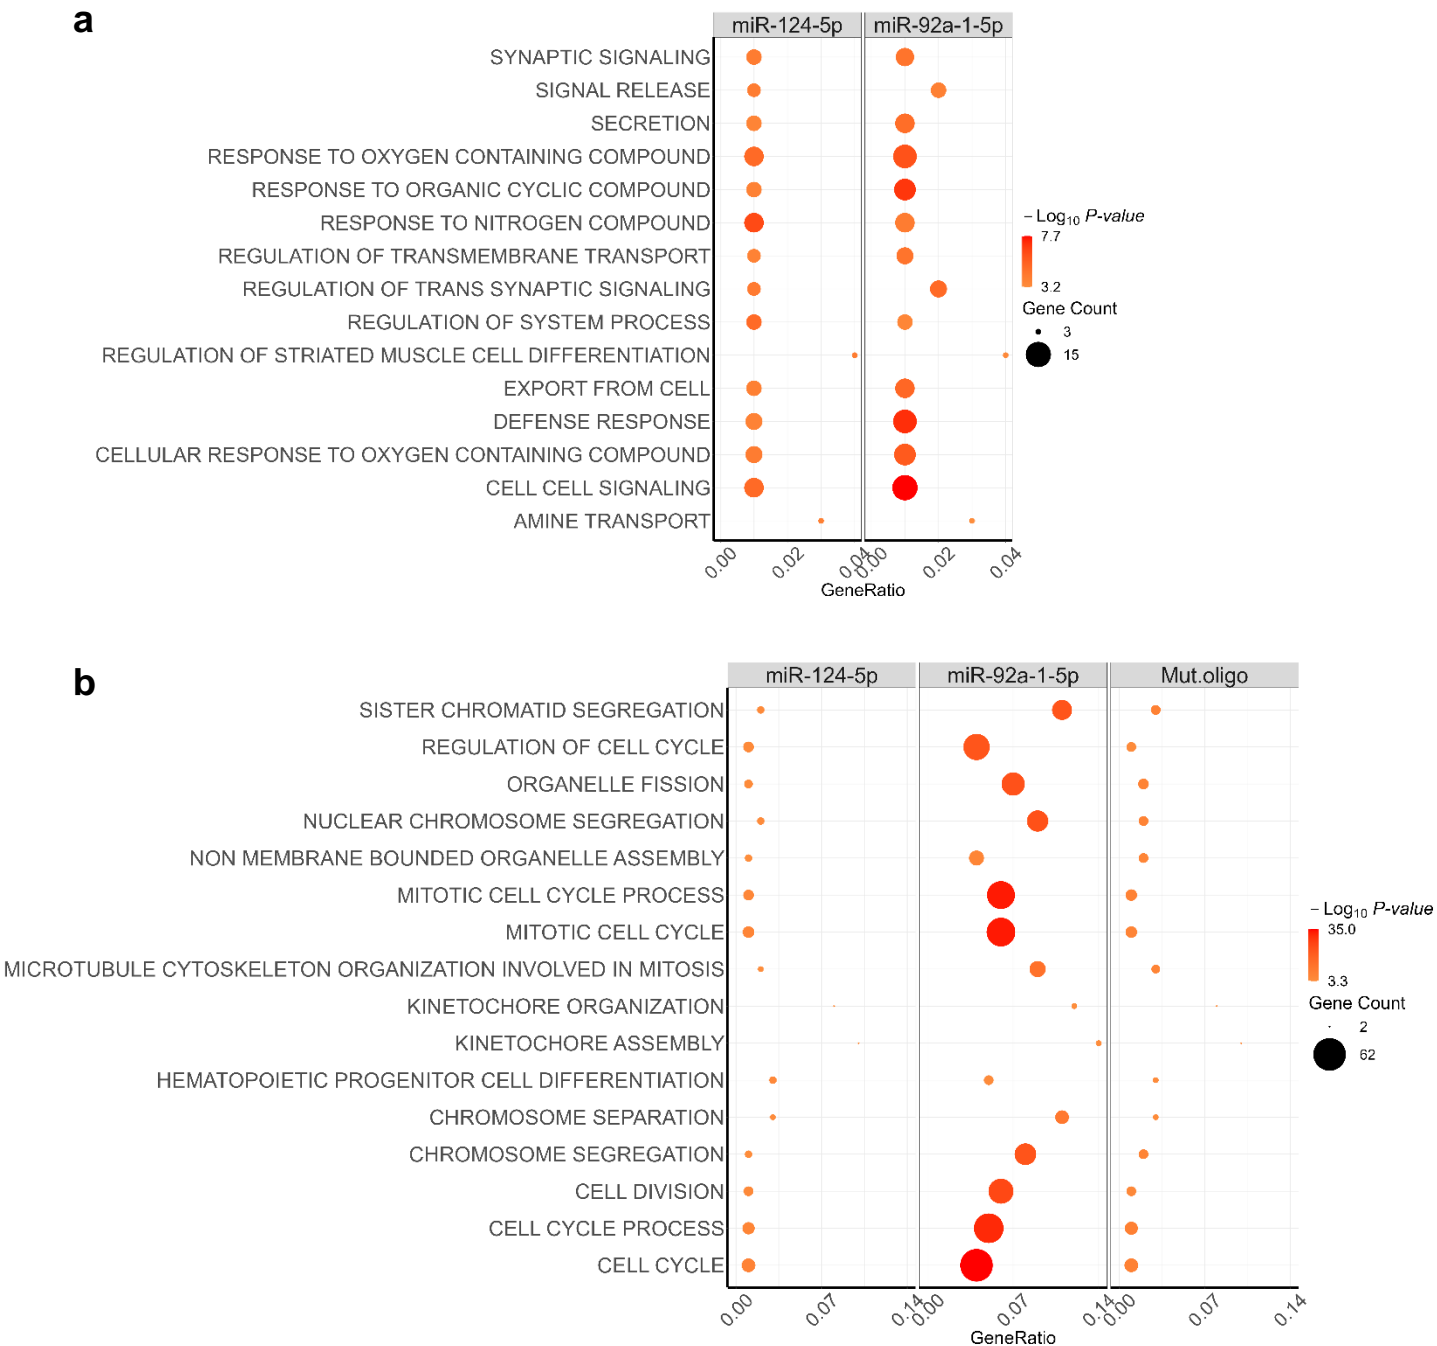

**Supplementary Figure S3. Exposure of neurons to extracellular miR-92a-1-5p and miR-124-5p modulates transcriptional pathways.** Dot plots showing selected enriched Gene Ontology (GO) terms of deregulated genes in C57BL/6 cortical neurons after (a) 6 h and (b) 5 d exposure to indicated miRNAs. The color intensity and size of the dots correspond to the  $-\log_{10} P\text{-value}$  and number of deregulated genes, respectively.

Supplementary Figure S4

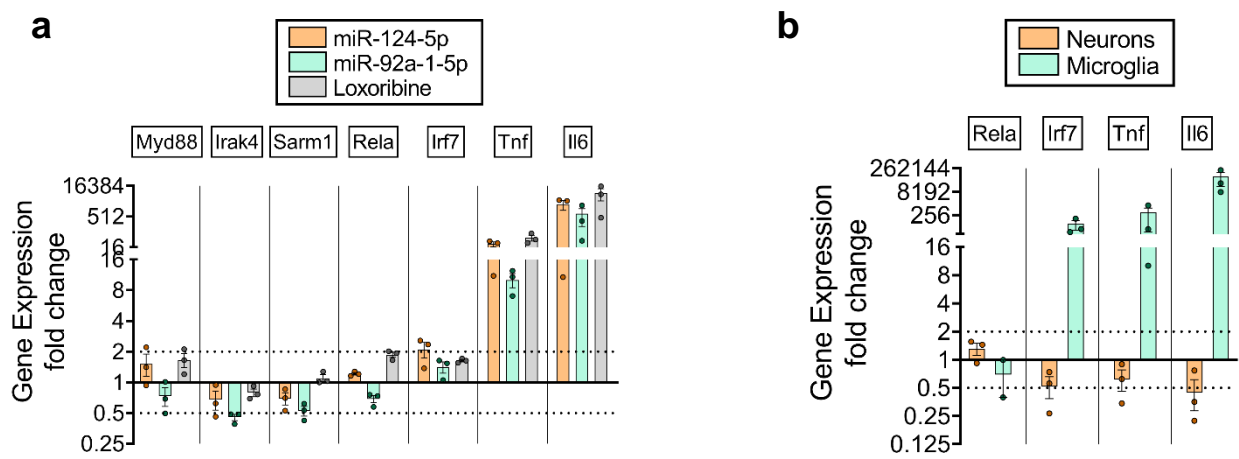

**Supplementary Figure S4. Extracellular miR-92a-1-5p and miR-124-5p induce inflammatory cytokine expression in microglia** (a) Expression of TLR signaling elements and cytokines in C57BL/6 microglia exposed to miR-92a-1-5p, miR-124-5p (both 10  $\mu$ g/mL), or loxoribine (1 mM) for 6 h, as assessed by qRT-PCR. (b) Expression of TLR signaling elements and cytokines in C57BL/6 cortical neurons and microglia exposed to LPS (100 ng/mL) for 6 h. Bars represent mean  $\pm$  SEM of gene expression fold changes, normalized to control ( $n = 3-5$ ). Actin (*Actb*) served as reference gene.

**Supplementary Figure S5**

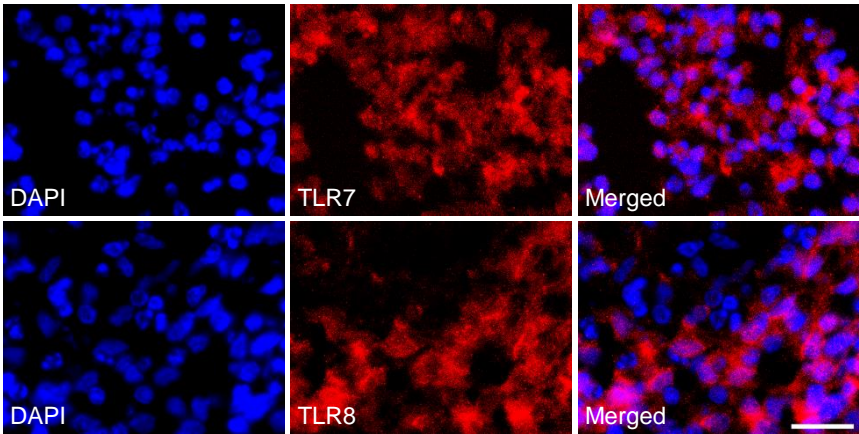

**Supplementary Figure S5. Human cortical organoids express TLR7 and TLR8.** Representative images of human cortical organoids labeled with antibodies against TLR7 or TLR8. Scale bar, 20  $\mu$ m.

Supplementary Figure S6

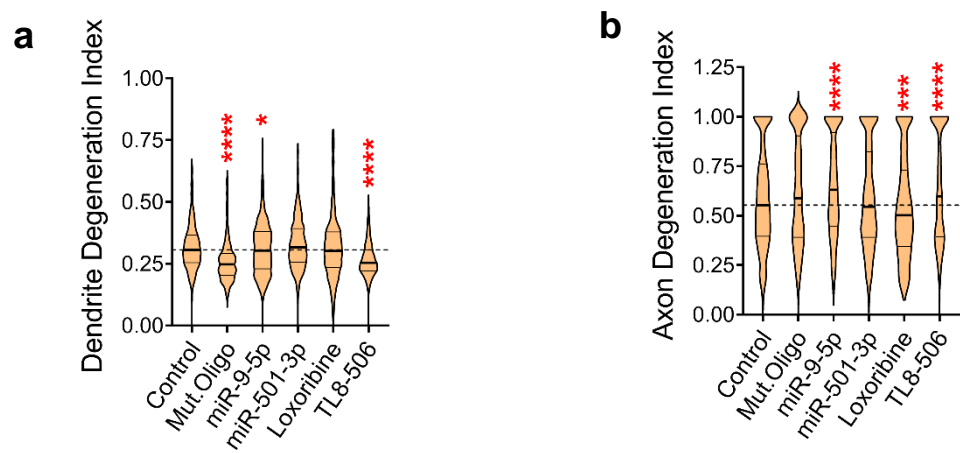

**Supplementary Figure S6. Dendritic and axonal degeneration index of iNeurons exposed to miR-9-5p and miR-501-3p.** Quantification of (a) dendrite and (b) axon degeneration index of iNeurons exposed to miR-9-5p, miR-501-3p, Mut.oligo (all 20  $\mu\text{g/mL}$ ), loxoribine (1 mM), or TL8-506 (10  $\mu\text{g/mL}$ ) for 4 d. Violin plot: solid line indicates median ( $n=3-6$ ). \* $P<0.05$ ; \*\*\* $P<0.001$ ; \*\*\*\* $P<0.0001$ , compared to respective control, Kruskal-Wallis test with Dunn's post-hoc analysis.

**Supplementary Table S1.** Primer sequences for qPCR.

| Target Gene   | Forward Primer          | Reverse Primer          |
|---------------|-------------------------|-------------------------|
| <i>Sarm1</i>  | TTCCTTGGCTCCAGAAATGCT   | GACCCTGAGTTCCTCCGGTA    |
| <i>Irak4</i>  | CATACGCAACCTTAATGTGGGG  | GGAAGTGAATGTATCTGTCGTCG |
| <i>Actb</i>   | CCTGAACCCTAAGGCCAAC     | GACAGCACAGCCTGGATGG     |
| <i>Myd88</i>  | ACCTGTGTCTGGTCCATTGCCA  | GCTGAGTGCAAACCTTGGTCTGG |
| <i>Rela</i>   | TCCTGTTTCGAGTCTCCATGCAG | GGTCTCATAGGTCCTTTTGCGC  |
| <i>Irf7</i>   | CCTCTGCTTTCTAGTGATGCCG  | CGTAAACACGGTCTTGCTCCTG  |
| <i>Tnf</i>    | GGTGCCTATGTCTCAGCCTCTT  | GCCATAGAAGTGAAGAGAGGGAG |
| <i>Il6</i>    | TACCACTTCACAAGTCGGAGGC  | CTGCAAGTGCATCATCGTTGTTT |
| <i>Ticam1</i> | ATCCATGCCAGGGCTGATGAAC  | CGATGGCATCTTGGAGACAGTG  |
| <i>Il1a</i>   | CGAAGACTACAGTTCTGCCATT  | GACGTTTCAGAGGTTCTCAGAG  |
| <i>Cxcl2</i>  | CCAACCACCAGGCTACAGG     | GCGTCACACTCAAGCTCTG     |

**Supplementary Table S2.** Summary of the effects induced by extracellularly delivered miR-92a-1-5p and miR-124-5p in primary neurons and adult mouse brain.

|                                             | WT           |            |           |
|---------------------------------------------|--------------|------------|-----------|
|                                             | miR-92a-1-5p | miR-124-5p | Mut.oligo |
| Neuronal loss ( <i>in vitro</i> )           | ▲            | ▲          | ▬         |
| Neuronal apoptosis ( <i>in vitro</i> )      | ▲            | ▲          | ▬         |
| Dendritic length ( <i>in vitro</i> )        | ▼            | ▬          | ▲         |
| Axonal length ( <i>in vitro</i> )           | ▼            | ▬          | ▬         |
| Neuronal loss ( <i>in vivo</i> )            | ▲            | ▲          | ▬         |
| Dendritic length ( <i>in vivo</i> )         | ▬            | ▲          | ▬         |
| Axonal length ( <i>in vivo</i> )            | ▼            | ▼          | ▼         |
| Synaptophysin expression ( <i>in vivo</i> ) | ▼            | ▬          | ▬         |

| Legend |                                                   |
|--------|---------------------------------------------------|
| ▲      | increased effect compared to untreated group      |
| ▬      | no effect compared to untreated group             |
| ▼      | decreased effect compared to untreated group      |
| ●      | no change to effect in respective WT group        |
| ●      | diminished effect compared to respective WT group |

|                                             | <i>Tlr7</i> <sup>-/-</sup> |            |           |
|---------------------------------------------|----------------------------|------------|-----------|
|                                             | miR-92a-1-5p               | miR-124-5p | Mut.oligo |
| Neuronal loss ( <i>in vitro</i> )           | ●                          | ●          | ●         |
| Neuronal apoptosis ( <i>in vitro</i> )      | ●                          | ●          | ●         |
| Dendritic length ( <i>in vitro</i> )        | ●                          | ●          | ●         |
| Axonal length ( <i>in vitro</i> )           | ●                          | ●          | ●         |
| Neuronal loss ( <i>in vivo</i> )            | ●                          | ●          | ●         |
| Dendritic length ( <i>in vivo</i> )         | ●                          | ●          | ●         |
| Axonal length ( <i>in vivo</i> )            | ●                          | ●          | ●         |
| Synaptophysin expression ( <i>in vivo</i> ) | ●                          | ●          | ●         |

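The table lists genes that passed the authors' threshold after exposure to more than 1 of the oligoribonucleotides. Of the 18 genes listed at 5 d for miR-124-5p, 0 passed the threshold without a covariate, 4 with the experiment batch as a covariate, and 9 with DESeq2 and the covariate, in the libraries labelled miR-124-5p. Of the 17 genes listed for Mut.oligo, 0, 6, and 8 did, in the libraries labelled Mut.oligo. Of the 27 genes listed at 5 d for miR-92a-1-5p, including Tpx2 from the text, 1, 25, and 27 did. The names miR-124-5p and Mut.oligo were also exchanged, a test chosen after values were seen. Under DESeq2 and the covariate, 16 of the 18 and 17 of the 17 listed genes then passed.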

**Supplementary Table S3.** List of genes deregulated in common after 6h and 5d exposure of C57BL/6 cortical neurons to miR-92a-1-5p, miR-124-5p, or Mut.oligo (all 10 µg/ml).

| Upregulated genes   |                                        |                                                                     |
|---------------------|----------------------------------------|---------------------------------------------------------------------|
| 5 d exposure        | miR-92a-1-5p and Mut.oligo             | <i>Spp1</i>                                                         |
| Downregulated genes |                                        |                                                                     |
| 6 h exposure        | miR-92a-1-5p and miR-124-5p            | <i>Fos, Adcyap1, Vgf, Cacng5, Hdac9, Rgs4</i>                       |
| 5 d exposure        | miR-92a-1-5p, miR-124-5p and Mut.oligo | <i>Top2a, Cenpa, Pdgfra, Tagln, Kif23, Melk, Dlgap5, Pclaf, Kdr</i> |
|                     | miR-92a-1-5p and miR-124-5p            | <i>Cdc6, Pbk, Ccn1, Col4a6, Cspg4, Acta2, Bmp6, Cdk6, Ccnd1</i>     |
|                     | miR-92a-1-5p and Mut.oligo             | <i>Uhrf1, Cdc20, Aurkb, Ccna2, Kif22, Sox10, Olig2</i>              |

**Supplementary Table S5.** Summary of the effects induced by extracellularly delivered miR-9-5p and miR-501-3p in human iNeurons.

|                     | Vehicle              |                  |                |
|---------------------|----------------------|------------------|----------------|
|                     | miR-9-5p             | miR-501-3p       | Mut.oligo      |
| Neuronal loss       | ▲ <sup>(8)</sup>     | ▲ <sup>(8)</sup> | ▲ <sup>∅</sup> |
| Neuronal apoptosis  | ▲ <sup>(8)</sup> (7) | ■                | ■              |
| Dendritic length    | ■                    | ▲ <sup>(8)</sup> | ■              |
| Axonal length       | ▼ <sup>(8)</sup>     | ■                | ■              |
| Synapsin expression | ▲ <sup>○</sup>       | ▲ <sup>○</sup>   | ▲ <sup>○</sup> |
| VGLUT1 expression   | ■                    | ■                | ■              |

| Legend |                                                        |
|--------|--------------------------------------------------------|
| ▲      | increased effect compared to untreated group           |
| ■      | no effect compared to untreated group                  |
| ▼      | decreased effect compared to untreated group           |
| (7)    | effect dependent on TLR7                               |
| (8)    | effect dependent on TLR8                               |
| ∅      | effect not dependent on TLR7/8                         |
| ○      | dependency on TLR7/8 not tested                        |
| ●      | no change to effect in respective Vehicle group        |
| ●      | diminished effect compared to respective Vehicle group |

|                    | CU-CPT9a |            |           |
|--------------------|----------|------------|-----------|
|                    | miR-9-5p | miR-501-3p | Mut.oligo |
| Neuronal loss      | ●        | ●          | ●         |
| Neuronal apoptosis | ●        | ●          | ●         |
| Dendritic length   | ●        | ●          | ●         |
| Axonal length      | ●        | ●          | ●         |

|                    | ODN 2087 |            |           |
|--------------------|----------|------------|-----------|
|                    | miR-9-5p | miR-501-3p | Mut.oligo |
| Neuronal loss      | ●        | ●          | ●         |
| Neuronal apoptosis | ●        | ●          | ●         |
| Dendritic length   | ●        | ●          | ●         |
| Axonal length      | ●        | ●          | ●         |

|                    | TLR7 siRNA |            |           |
|--------------------|------------|------------|-----------|
|                    | miR-9-5p   | miR-501-3p | Mut.oligo |
| Neuronal loss      | ●          | ●          | ●         |
| Neuronal apoptosis | ●          | ●          | ●         |

|                    | z-VAD-FMK |            |           |
|--------------------|-----------|------------|-----------|
|                    | miR-9-5p  | miR-501-3p | Mut.oligo |
| Neuronal loss      | ●         | ●          | ●         |
| Neuronal apoptosis | ●         | ●          | ●         |

**Supplementary Table S6.** Published datasets that were analyzed in this study.

| Dataset                                                     | Source             | Identifier                                                                                                                |
|-------------------------------------------------------------|--------------------|---------------------------------------------------------------------------------------------------------------------------|
| RNAseq data of mouse cortical neurons after TLR7 activation | Hung et al., 2018  | GEO: GSE107199                                                                                                            |
| RNAseq data of control human iPSC-derived neurons           | Das et al., 2021   | GEO: GSE163161                                                                                                            |
| RNAseq data of control human iPSC-derived neurons           | Sagar et al., 2023 | <a href="https://www.mdpi.com/article/10.3390/cells12151990/s1">https://www.mdpi.com/article/10.3390/cells12151990/s1</a> |

References:

Hung Y-F, Chen C-Y, Shih Y-C, Liu H-Y, Huang C-M, Hsueh Y-P. Endosomal TLR3, TLR7, and TLR8 control neuronal morphology through different transcriptional programs. J Cell Biol. 2018;217(8):2727-42.

Das D, Peng X, Lam A-TN, Bader JS, Avramopoulos D. Transcriptome analysis of human induced excitatory neurons supports a strong effect of clozapine on cholesterol biosynthesis. Schizophr Res. 2021;228:324-6.

Sagar R, Azoidis I, Zivko C, Xydia A, Oh ES, Rosenberg PB, et al. Excitatory Neurons Derived from Human-Induced Pluripotent Stem Cells Show Transcriptomic Differences in Alzheimer's Patients from Controls. Cells. 2023;12(15):1990.

How the deposited data were processed for this re-analysis (not part of the article)

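Gene expression was measured by RNA-seq in cultured cortical neurons of C57BL/6 mice that were left untreated or exposed to 10 µg/mL of miR-92a-1-5p, miR-124-5p, or Mut.oligo for 6 h or 5 d, with 4 libraries per condition and time point. The authors mapped the reads to GRCm38, counted the reads on the exons of each gene with strand information, and deposited the counts of 49671 genes in 32 libraries without normalization. All 32 libraries were mapped to a condition by their deposited labels, and 0 columns of the table were left over. Of the gene identifiers, 49326 had a symbol and coordinates in the GENCODE M21 annotation of the same genome build, and 345 did not. None of the 48 comparisons between replicates of a condition showed identical libraries. The chi-square per degree of freedom between replicates was between 8.21 and 131, where sampling noise alone gives values near 1.

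The 32 libraries held 24514090 to 73626029 counts with a median of 43798676.5. The median was 33021610 at 6 h and 50126395 at 5 d. A count of 3 corresponds to 0.122 CPM in the smallest library and 0.0407 CPM in the largest. The 10 genes with the most counts took between 2.67% and 4.82% of a library.

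The samples, the tests of differences between groups, the alternatives, and the rule for the genes named in the text were set before the data were examined. The tests of exchanged names and of 6 genes that fell together at 6 h were chosen after values were seen, and the scale of the batch comparison for outlying libraries was changed after its first result. For each time point, genes with at least 5 counts in at least 3 of the libraries were fitted with edgeR 4.0.16 in R 4.3.3, using TMM normalization, all 4 groups, the quasi-likelihood test, and no covariate, since the methods of the paper name none. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5. Lists of genes were tested with limma 3.58.1 (camera, on log2 CPM with a prior count of 2, inter-gene correlation estimated), with adjustment over the 9 list tests of a time point. The cell cycle genes came from Seurat 5.3.0, and the inflammatory, activity-regulated, and cell type lists were written by hand. The tests of 7 cell type lists were adjusted over all 42 comparisons. Seed sites were sought in the 3' UTRs of 21173 genes, in the order of bases complementary to positions 2 to 8. Where fewer than 10 genes passed, the direction and the correlation of fold changes were computed over the 100 genes with the smallest p. Relations across libraries were tested with 100000 permutations. The genes named in the text are those that the paper names and, for each comparison to untreated, up to 5 genes with the smallest p among those past the threshold whose libraries do not overlap between groups. Genes named outside this rule are marked as chosen after their values were seen.

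The alternatives were the experiment batch as a covariate, the replicate number as a covariate, DESeq2 1.42.0 without a covariate and with the experiment batch, RLE size factors, no filter on low counts, at least 10 counts in every library, no minimum fold change, a fit of only the 2 groups compared, and leaving out each replicate. DESeq2 gives no adjusted p to some genes with low counts, and these were taken as not called. The methods were tested on simulated data with 200 changed genes, of which edgeR recovered 82.5% to 96% and DESeq2 87.5% to 92%. The changed genes were drawn from those above a minimum mean count and set to a log2 fold change of 1 in either direction. Recovery of smaller changes, or of genes with few counts, was therefore not tested. Without a batch effect or covariate, DESeq2 made 14 false calls at 6 h and 16 at 5 d, and edgeR 8 and 3. In a comparison without changed genes, DESeq2 then called 2 and 3 genes, and edgeR 0 and 0. With a simulated batch effect, false calls ranged from 0 to 5. The Hallmark collection and the target gene sets of the paper, RT-qPCR, and the viability and morphology data were not analysed here.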

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

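The comparison with libraries of the same batch was put on 1 scale, deviations from group means, after its first result was seen. No other test in this part was chosen after its result was seen. Of 116 groups of 4 libraries in which a named gene or the total count was examined, 5 held a library that lay further from the other 3 than Dixon's critical value for 4 samples (gap to the nearest library over the range of the group), and chance gives 5.8. Marker genes of microglia and of oligodendrocyte precursors were examined for the library that stood apart in Spp1 and Pdgfra. No other biological explanation was tested, since the replicates of a group had the same treatment.

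After 6 h, Rgs4 was 205 CPM in replicate 2 of the libraries labelled miR-124-5p, and 118 to 131 CPM in the other 3. The library lay 0.72 above the other 3 on the log2 scale, 0.54 above the mean of its group, and the library of the same experiment batch in another group deviated from its own group mean by 0.25, under 0.5 of that. Across the 16 libraries, Rgs4 was not related to the total count (Spearman's rho = -0.0794, permutation p = 0.772). A chance deviation remains as an explanation.

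After 5 d, Top2a was 32.5 CPM in untreated replicate 2, and 30.0 to 30.2 CPM in the other 3 libraries. The difference is 0.11 on the log2 scale, 0.08 from the group mean, and the library of the same batch in another group deviated by 0.31 in the same direction. A difference between batches may account for it, while the total count was not related to Top2a (Spearman's rho = 0.279, permutation p = 0.292).

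After 5 d, 1 library, replicate 1 of miR-92a-1-5p, stood apart for both Spp1 and Pdgfra. Spp1 was 2.82 CPM there and 12.0 to 13.1 CPM in the other 3, a log2 difference of -2.14, and of -1.60 from the group mean. The library of the same batch in another group deviated by -1.49, so that the low Spp1 may follow the experiment batch. Spp1 was not related to the total count (Spearman's rho = 0.0235, permutation p = 0.934), and the microglial marker genes of this library lay within those of the other 3 (gap over range 0.0507).

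Pdgfra was 30.8 CPM in this library and 6.90 to 8.31 CPM in the other 3, a log2 difference of 2.01, and of 1.51 from the group mean. The library of the same batch in another group deviated by 0.93, in the same direction and by over 0.5 of that, so that the batch may account for a part. Pdgfra was not related to the total count (Spearman's rho = 0.0941, permutation p = 0.729). The mean log2 CPM of the marker genes of oligodendrocyte precursors was 3.40 in this library and 2.46 to 2.77 in the other 3, and its gap over range of 0.666 stayed under the critical value. A chance deviation also remains.

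After 5 d, 1 library labelled miR-124-5p held 58829145 counts, and the other 3 held 43549804 to 45431672. The counts were scaled to the library total with TMM factors before any comparison.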

How the results depend on the processing

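None of the alternatives was chosen after seeing the data. For the 80 values of single genes that the paper names, 1142 recomputed values kept their direction and their side of the threshold, 123 became stronger, 7 weaker, and 3 reversed. For the other 42 results, 457 recomputed values were unchanged by the criterion set for them, and 108 moved, 25 reversed, 10 became weaker, and 4 stronger. RLE size factors and no minimum fold change moved none of the counts. The cause of the changes below was not tested, apart from the shared deviations within a batch given under the other observations.

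Taking the experiment batch as a covariate, miR-92a-1-5p at 6 h raised 14 genes and lowered 25, and Mut.oligo lowered 4. At 5 d, miR-92a-1-5p raised 1 gene and lowered 67, miR-124-5p lowered 5, and Mut.oligo lowered 9, with 4 genes lower after all 3. Directly compared, 2 genes differed between miR-92a-1-5p and Mut.oligo at 5 d and 2 between miR-92a-1-5p and miR-124-5p. Of the 80 values of named genes 45 passed, and of the 42 cell type tests 9. At 6 h, 92.5% of deregulated genes changed in one direction, and R2 was 0.586 for miR-92a-1-5p and Mut.oligo, 0.653 for miR-124-5p and Mut.oligo, and 0.770 for miR-92a-1-5p and miR-124-5p. At 5 d, R2 was 0.723 for the first and 0.805 for the last of these, over 68 deregulated genes. The mean log2 fold change of the inflammatory list at 6 h stayed at 0.44 for miR-92a-1-5p and passed the threshold (adjusted p = 0.0472, limma's camera, range 0.0472 to 0.858 over the alternatives), and reversed to -0.016 for miR-124-5p and -0.0034 for Mut.oligo. Genes with seed sites reversed to -0.00267 for miR-124-5p at 6 h, and to 0.0167 for miR-124-5p and -3.68e-06 for Mut.oligo at 5 d.

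Using DESeq2 and the experiment batch as a covariate, miR-92a-1-5p at 6 h raised 8 genes and lowered 18, miR-124-5p raised 1, and Mut.oligo lowered 8, and 1 gene each differed between miR-92a-1-5p and Mut.oligo and between miR-92a-1-5p and miR-124-5p. At 5 d, miR-92a-1-5p raised 3 and lowered 115, miR-124-5p raised 1 and lowered 16, Mut.oligo lowered 17, and 8 were lower after all 3. Directly compared, 13 differed between miR-92a-1-5p and Mut.oligo and 10 between miR-92a-1-5p and miR-124-5p. Of the values of named genes, 51 passed. The share in one direction at 6 h was 93.3%, and R2, in the order above, was 0.491, 0.613, and 0.748 at 6 h, and 0.731 and 0.692 for the last 2 at 5 d. With DESeq2 and no covariate, Mut.oligo at 6 h raised 5 genes and lowered 5. At 5 d, miR-92a-1-5p lowered 29 and Mut.oligo 3. Of the named genes' values, 15 passed, the share was 100% at both times, and R2 was 0.976, 0.953, and 0.971 at 6 h and 0.587 and 0.653 for the last 2 at 5 d.

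With the replicate block (replicate number as a covariate), miR-92a-1-5p lowered 3 genes at 5 d in place of 1, 2 values of named genes passed in place of 1, and R2 at 5 d was 0.822, 0.682, and 0.674 in place of 0.537, 0.803, and 0.381. The cell cycle list at 5 d stayed at -0.28 for miR-124-5p and -0.29 for Mut.oligo, with an adjusted p of 0.0511 each (limma's camera, Benjamini-Hochberg, ranges 0.000154 to 0.139 and 0.000154 to 0.150 over the alternatives). Deviations of libraries with the same replicate number had a mean r of -0.0336 at 6 h and 0.0868 at 5 d. Over those of different batches alone, it was -0.0500 and -0.0312, so that at 5 d the replicate number partly stands for the batch.

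With no filter on low counts, miR-92a-1-5p lowered 4 genes at 5 d, 3 values of named genes passed, and R2 was 0.811 for miR-92a-1-5p and miR-124-5p at 6 h, and 0.675 for miR-92a-1-5p and Mut.oligo and 0.694 for miR-124-5p and Mut.oligo at 5 d. With at least 10 counts in every library, miR-92a-1-5p lowered 2 genes at 5 d, the share was 100% at both times, and R2 was 0.787 for miR-92a-1-5p and miR-124-5p at 6 h and 0.742, 0.745, and 0.810 at 5 d. With only the 2 groups compared in the fit, miR-92a-1-5p lowered 0 genes and Mut.oligo 1 at 5 d. With the untreated libraries divided between the treatments, R2 was 0.662, 0.687, and 0.670 at 6 h, and 0.647 for miR-124-5p and Mut.oligo at 5 d. Over all tested genes, it was 0.397, 0.338, and 0.416 at 6 h and 0.213, 0.214, and 0.205 at 5 d. With 8mer sites only, the difference of genes with seed sites was -0.000683 for miR-92a-1-5p and -0.00681 for Mut.oligo at 5 d, and 0.0125 for Mut.oligo at 6 h, where it passed 0.05. With 3' UTRs matched on length, it was -0.00174 for miR-124-5p at 6 h and -0.000151 for miR-92a-1-5p at 5 d.

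When single replicates were left out, the genes lowered by miR-92a-1-5p ranged from 0 to 4 at 6 h and from 0 to 27 at 5 d, and those lowered by miR-124-5p at 5 d from 0 to 1. Genes differing at 6 h ranged from 0 to 2 between miR-92a-1-5p and Mut.oligo and from 0 to 4 between miR-92a-1-5p and miR-124-5p. The values of named genes that passed ranged from 0 to 13. R2 ranged from 0.777 to 0.853, 0.763 to 0.877, and 0.797 to 0.901 at 6 h, and from 0.322 to 0.602, 0.751 to 0.824, and 0.182 to 0.563 at 5 d. The inflammatory list for miR-124-5p at 6 h ranged from -0.12 to 0.27. The cell cycle list at 5 d ranged from -0.51 to -0.37 for miR-92a-1-5p, -0.36 to -0.24 for miR-124-5p, and -0.33 to -0.26 for Mut.oligo. Seed-site differences ranged from -0.00308 to 0.0159, -0.00411 to 0.0123, and 0.00345 to 0.0183 at 6 h for miR-92a-1-5p, then miR-124-5p, then Mut.oligo, and from -0.0121 to 0.0160, -0.0414 to 0.024995, and -0.0114 to 0.0131 at 5 d. Fos for miR-124-5p at 6 h ranged from -0.76 to 0.13 and reversed to 0.13 without untreated replicate 1 and to 0.01 without replicate 4 of miR-124-5p, and Acta2 for miR-124-5p at 5 d ranged from -1.32 to 0.12 and reversed to 0.12 without untreated replicate 1.

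After thinning to the smallest library, 26 of 39 genes lowered or raised by miR-92a-1-5p at 6 h with the batch covariate passed, and 32 in all. For Mut.oligo at 6 h, the number went from 4 to 6. At 5 d, it went from 68 to 58 for miR-92a-1-5p, from 5 to 2 for miR-124-5p, and from 9 to 3 for Mut.oligo. Il1a, with 5 to 18 reads per untreated library, lies among the genes for which depth limits precision.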

Differences from the paper's values

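None of the tests in this part was chosen after its result was seen. At 6 h, the paper gives 21 genes lower after miR-92a-1-5p, against 0 here (891 genes in either direction at an unadjusted p under 0.05). The number was 25 with the experiment batch as a covariate and 18 with DESeq2 and that covariate, and no other alternative set before the data were examined came within 1.5 times the paper's number. The paper gives 20 genes lower after miR-124-5p, against 0 here (852 at an unadjusted p under 0.05), and none of the alternatives closed the gap. The paper gives 15 genes higher after miR-92a-1-5p, against 0, with 14 when the experiment batch was a covariate. It gives 1 gene higher after miR-124-5p, against 0, with 1 under DESeq2 and the covariate. That gene was Kcnq1ot1. It gives 6 genes lower after both, against 0, and none of the alternatives closed the gap. For its disco analysis, the paper gives 51 deregulated genes, against 0 deregulated by miR-92a-1-5p or miR-124-5p here and 39 with the experiment batch as a covariate.

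The paper gives an R2 above 0.92 for miR-92a-1-5p and Mut.oligo at 6 h, against 0.834 here, and above 0.93 for miR-124-5p and Mut.oligo, against 0.863. With DESeq2 and no covariate, these were 0.976 and 0.953 over 10 deregulated genes, and the other alternatives did not close the gaps.

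At 5 d, the paper gives 115 genes lower after miR-92a-1-5p, 19 after miR-124-5p, and 16 after Mut.oligo, against 1, 0, and 0 here (702, 503, and 539 at an unadjusted p under 0.05). The numbers under DESeq2 with the experiment batch as a covariate were 115, 16, and 17, and no other alternative closed these gaps. The paper gives 3 genes higher after miR-92a-1-5p, against 0, with 3 under DESeq2 and the covariate. It gives 1 gene higher after Mut.oligo and 1 after both, against 0 and 0, and none of the alternatives closed these gaps under the deposited names. Spp1 under DESeq2 and the covariate passed after miR-92a-1-5p and in the libraries labelled miR-124-5p, and did not pass in those labelled Mut.oligo. In the libraries labelled miR-124-5p, 1 gene was higher and 16 lower under this setting, the numbers that the paper gives for Mut.oligo. An exchange of these 2 names is examined under the other observations. The paper gives 9 genes lower after all 3, against 0, with 8 under DESeq2 and the covariate. It gives 9 genes lower after miR-92a-1-5p and miR-124-5p only, against 0, with 8 under the same setting. These match by number only, since none of the paper's 9 genes passed in the libraries labelled miR-124-5p. It gives 7 lower after miR-92a-1-5p and Mut.oligo only, against 0, with 5 when the experiment batch was a covariate in edgeR and 8 under DESeq2 and the covariate. None of the paper's 7 genes passed in the libraries labelled Mut.oligo under either.

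The paper gives an R2 above 0.83 for miR-92a-1-5p and Mut.oligo at 5 d, against 0.537 here. It was 0.822 with the replicate block (replicate number as a covariate) and 0.742 with at least 10 counts in every library. With the experiment batch as a covariate, it was 0.723 over 68 deregulated genes. The paper gives above 0.86 for miR-124-5p and Mut.oligo, against 0.803, and none of the alternatives closed the gap. It gives above 0.77 for miR-92a-1-5p and miR-124-5p, against 0.381. This was 0.805 with the experiment batch, 0.674 with the replicate block, 0.653 with DESeq2, 0.692 with DESeq2 and the experiment batch, and 0.810 with at least 10 counts in every library.

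The paper states that miR-124-5p lowered Grm2 at 6 h. Grm2 in the libraries labelled miR-124-5p had a log2 fold change of -0.22 and passed the threshold under none of the alternatives. Its log2 fold change in the libraries labelled Mut.oligo was -0.65, and it passed there with DESeq2 and the experiment batch as a covariate. The paper states that Mut.oligo changed no gene at 6 h. In the libraries labelled Mut.oligo, 4 genes passed with the experiment batch as a covariate. There were 8 with DESeq2 and that covariate, and 10 with DESeq2 alone. Of the 11 genes that the paper's text and Table S3 name for miR-92a-1-5p at 6 h, 10 passed with the experiment batch as a covariate and 7 with DESeq2 and that covariate, and of the 7 for miR-124-5p, 0 and 0 did.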

Other observations

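The tests of exchanged names were chosen after the values were seen, as were the 6 genes of the last paragraph but 1. The other tests in this part were set before their results were seen.

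In edgeR, more genes passed the threshold with the experiment batch as a covariate than without it in 5 of the 6 comparisons to untreated, the exception being miR-124-5p at 6 h, where 0 passed either way (852 without and 1086 with the covariate at an unadjusted p under 0.05). In DESeq2, 10 genes passed for Mut.oligo at 6 h without the covariate and 8 with it. Deviations of libraries from their group means were related within a batch, with a mean Pearson's r of 0.272 over libraries of the same batch at 6 h and of 0.191 at 5 d. The gain with the covariate is consistent with a shared deviation of libraries of 1 batch.

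All 35 ways of dividing the 8 libraries of a comparison into 2 groups of 4 were fitted, the real one included. Without a covariate at 6 h, 15 divisions for miR-92a-1-5p, 15 for miR-124-5p, and 6 for Mut.oligo against untreated gave as many genes at an unadjusted p under 0.05 as the real one. At 5 d, these were 13, 30, and 14. For the direct comparisons of miR-92a-1-5p with Mut.oligo, of miR-92a-1-5p with miR-124-5p, and of miR-124-5p with Mut.oligo, they were 33, 26, and 19 at 6 h, and 16, 29, and 25 at 5 d. The number of genes found without a covariate is therefore within what chance divisions give. Of the 8 divisions that separate all libraries with the same replicate number, as the real one does, 6, 5, and 2 gave as many genes at 6 h and 6, 6, and 1 at 5 d, too few divisions for a share under 0.05 to be reached. In 9 of 12 comparisons, the division with the most genes kept the libraries of every batch that both groups hold on the same side. The exceptions were 5 d Mut.oligo against untreated, miR-92a-1-5p against Mut.oligo, and miR-124-5p against Mut.oligo. In every comparison, some of the divisions that follow the batches gave as many genes as the real one. Against untreated, these were 3 of 3 for miR-92a-1-5p, 6 of 7 for miR-124-5p, and 4 of 7 for Mut.oligo at 6 h, and 3 of 7, 7 of 7, and 2 of 3 at 5 d. For the direct comparisons in the order above, they were 7 of 7, 7 of 7, and 4 of 7 at 6 h, and 2 of 3, 3 of 3, and 3 of 3 at 5 d. In the comparisons of miR-92a-1-5p with untreated at 6 h and with miR-124-5p at 5 d, each of 4 batches holds 1 library of either group, so that the batch adds to the spread but does not coincide with the condition. In the other 10 comparisons, the groups share 2 or 3 batches, and without the covariate the batch and the condition cannot be told apart there.

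The experiment batch was then taken as a covariate. The number of genes past the threshold was reached by 1 of 35 divisions for miR-92a-1-5p and 1 for Mut.oligo at 6 h, and at 5 d by 1 for miR-92a-1-5p, 3 for miR-124-5p, and 1 for Mut.oligo. Divisions that keep the libraries of a shared batch on the same side lose the comparison within that batch. Not all 35 are therefore comparable to the real division, and a share of 1 in 35 cannot be read as a chance of that size. For miR-124-5p at 6 h, 0 genes passed and 35 of 35 divisions gave as many, and 4 of 35 gave as many as its 1086 genes at an unadjusted p under 0.05. The lists and the genes with seed sites were tested over the divisions without a covariate only. For the inflammatory list at 6 h, 4, 26, and 16 of 35 divisions gave as small a p, and for the cell cycle list at 5 d 1, 1, and 1. For genes with seed sites, these were 13, 24, and 9 at 6 h and 35, 32, and 32 at 5 d.

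The correlations between treatments rest on the same 4 untreated libraries. With these divided between the treatments compared, the mean R2 over the 100 genes was 0.673 at 6 h, against 0.862 with all of them, and 0.460 at 5 d, against 0.574. Over all genes tested, it fell from 0.384 to 0.0186 at 6 h and from 0.210 to 0.0106 at 5 d. The 100 genes were chosen from the fits that share the untreated libraries, so that their correlation cannot be told apart from an effect of the shared libraries.

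The rise of the inflammatory list after 6 h exposure to miR-92a-1-5p may involve RNA from microglia, since the list followed the microglial markers across 16 libraries (Pearson's r = 0.757, permutation p = 0.00094). Libraries of a batch deviated together, so that the 16 are not independent and a shared deviation of a batch may contribute to this relation. The markers themselves changed by -0.01 in the mean after miR-92a-1-5p, with 16 of 28 higher. Within batches, their mean was higher in 3 of 4, with changes from -0.25 to 0.13. Their mean amount therefore does not account for the whole rise. Lists matched in GC content and length gave a mean log2 fold change of at most 0.149 in 97.5% of 10000 draws, under the 0.44 seen. Chance divisions remain as an explanation without a covariate, where 4 of 35 gave as small a p, while within batches the list was higher after miR-92a-1-5p in 4 of 4, by 0.33 to 0.53.

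The cell cycle genes and the markers of non-neuronal cells were compared across the libraries at 5 d with group means subtracted (Pearson's r = 0.224, permutation p = 0.406). Subtracting group means removes the difference between groups, so that this value does not bear on the fall after treatment. Matched lists gave -0.0630 or more in 97.5% of draws, and after thinning all libraries to the smallest total the p of limma's camera for miR-92a-1-5p was 0.00133 (n = 16 libraries). At the 42 tests of cell type lists without a covariate, 0 had an adjusted p under 0.05 and 4 an unadjusted p under 0.05. With the covariate, 9 had an adjusted p under 0.05 (0.0352 to 0.0390, limma's camera, Benjamini-Hochberg). All 9 are falls at 5 d, of the lists of oligodendrocyte precursors, of astrocytes and radial glia, and of mural cells and fibroblasts after all 3 treatments. Fewer dividing non-neuronal cells may therefore contribute, and the fall of the cell cycle genes cannot be told apart from that explanation.

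Of the 39 genes past the threshold for miR-92a-1-5p at 6 h with the experiment batch as a covariate, 26 passed after thinning all libraries to the smallest total, where 32 genes passed in all. For Mut.oligo at 6 h, 4 genes passed before thinning and 6 after it, all 4 included.

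Without the genes that the paper names, the list of activity-regulated genes changed by -0.11 after 6 h exposure to miR-92a-1-5p, with 30 of 45 genes lower (p = 0.283 from limma's camera, n = 16 libraries, and p = 0.0167 with the experiment batch as a covariate). The same list changed by -0.09 in the libraries labelled miR-124-5p, with 36 of 45 genes lower. In those labelled Mut.oligo, it changed by -0.13, with 33 of 45 lower. With the covariate, these changes were -0.08 and -0.15, with 35 and 34 genes lower. The fall of the list was therefore not particular to miR-92a-1-5p. Whether the fall of such genes after miR-92a-1-5p goes beyond the named ones depends on the covariate.

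The change of the inflammatory, activity-regulated, and cell cycle lists was compared between 6 h and 5 d. For miR-92a-1-5p, 36, 14, and 15 of 100 random regroupings gave as small a p, for miR-124-5p 71, 50, and 75, and for Mut.oligo 64, 47, and 37. The smallest adjusted p was 0.597 (limma, Benjamini-Hochberg), and 0 of 9 had an unadjusted p under 0.05, but this comparison was made without the experiment batch. Within batches, the inflammatory list after miR-92a-1-5p changed by 0.33 to 0.53 at 6 h and by -0.23 and -0.14 at 5 d, and the cell cycle list by -0.08 to 0.03 at 6 h and by -0.44 and -0.42 at 5 d. Whether the time points differ was not tested with the batch as a covariate.

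Gm26917, Gm23935, Lars2, Mir6236, Gm15564, and CT010467.1 fell after 6 h exposure to miR-92a-1-5p, by 0.85 in the mean on the log2 scale, from 0.141% to 0.0780% of all counts. All 6 passed the threshold with the experiment batch as a covariate. They varied together across libraries, with a mean r of 0.680 against -0.114 to 0.427 for 95% of random sets. Only 2 of the 6 share a sequence of 31 bases with another. An exact sequence of that length common to all 6 therefore does not account for the fall. Whether the 6 genes take up reads of different parts of another RNA was not tested. Their mean was not related to the total count by rank (Spearman's rho = -0.265, permutation p = 0.322). Pearson's r was -0.632 (permutation p = 0.00779), and -0.200 without the 2 farthest libraries. The paper does not discuss these genes.

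The genes that the paper lists for miR-124-5p and Mut.oligo were also counted with the 2 names exchanged, under DESeq2 with the experiment batch as a covariate. Of the 7 genes listed for miR-124-5p at 6 h, 3 passed with the names exchanged and 0 as deposited. At 5 d, 16 and 9 of the 18 genes listed for miR-124-5p passed, and 17 and 8 of the 17 listed for Mut.oligo. With the genes listed for miR-92a-1-5p added, whose counts the exchange leaves unchanged, 10 of 18 passed exchanged and 7 as deposited at 6 h. At 5 d, these were 60 of 62 and 44. The other 4 assignments of the 3 names gave 42 to 51 at 5 d. At 5 d, 17 genes passed in the libraries labelled miR-124-5p, and these are all 17 genes that the paper lists for Mut.oligo. Among the libraries labelled Mut.oligo, 17 genes passed, of which 16 are among the 18 that the paper lists for miR-124-5p. These counts are consistent with an exchange of the 2 names between the deposited labels and the paper's lists. Which of the 2 is right cannot be told from the counts, and all values above follow the deposited labels.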
